# Non-Mendelian inheritance of DNA methylation patterns in mice

**DOI:** 10.1038/s41588-026-02604-z

**Published:** 2026-05-20

**Authors:** Adam Davidovich, Danila Cuomo, Hang Su, Sandeep Kambhampati, Qingqing Gong, Alexandra Naron, Rakel Tryggvadottir, Leonard McMillan, Kasper D. Hansen, David W. Threadgill, Andrew P. Feinberg

**Keywords:** Epigenomics, Genome informatics

## Abstract

Epigenetic mechanisms such as genomic imprinting demonstrate that molecular inheritance can deviate from typical Mendelian patterns. Despite this, the intergenerational inheritance of DNA methylation remains poorly understood. Here we developed a genome-wide approach to study epigenetic inheritance in mice using long-read nanopore sequencing. Using this approach in both liver and muscle, we found that ~93% of autosomal epigenetic inheritance patterns followed Mendel’s laws, primarily driven by *cis*-acting methylation quantitative trait loci. However, we also identified extensive non-Mendelian inheritance, including emergent epigenetic inheritance patterns, widespread sex-specific DNA methylation patterns localized to the liver, and five seemingly new autosomal and X-linked imprinted genes. Notably, we also report an example of naturally occurring intergenerational paramutation, confirmed over strain-specific transposable elements within *Capn11* and highly likely at *Vps37c*. Overall, an unexpectedly high ~7% of autosomal epigenetic inheritance patterns identified were non-Mendelian, highlighting the importance of epigenetic information in the analysis of inherited traits and disorders.

## Abstract (web summary)

Davidovich et al. investigate allele-specific DNA methylation inheritance patterns in mouse liver and muscle. Most patterns are Mendelian, but ~7% are non-Mendelian, including new imprinted genes and a paramutation at the *Capn11* locus.

## Main

It has been hypothesized that the inheritance of epigenetic traits, such as DNA methylation, may be more prevalent than is currently established^1,2^. This phenomenon could help explain poorly understood concepts in genetics, including incomplete penetrance^3,4^, symptomatic heterozygotes for traits with recessive monogenic inheritance^5^, and complex phenotypes influenced by environmental exposure and transmitted in a non-Mendelian manner^6–10^. Established non-Mendelian patterns of epigenetic inheritance include (1) parent-of-origin-specific DNA methylation patterns established by genomic imprinting^11,12^; (2) polar overdominance, a combined genetic and parent-of-origin effect exemplified by the callipyge locus in sheep^13^; and (3) transvection and paramutation, in which the methylation of an allele is altered due to the presence of its homolog, previously observed only after transgenic manipulation^14–17^. Furthermore, some genomic loci exhibit complex patterns of inheritance, such as the agouti viable yellow allele (*A*^*vy*^), regulated by an intracisternal A particle (IAP), a subclass of endogenous retroviruses (ERV), for which epigenetic inheritance is influenced by parent-of-origin, strain effects and environmental exposures^18,19^. However, these mechanisms of non-Mendelian inheritance remain insufficiently studied in mammals.

Here we performed a genome-scale analysis of the inheritance of DNA methylation patterns in two tissues, examining the contributions of genotype, parent-of-origin and sex to establish a foundation for understanding the complex relationship between genetics, epigenetics, environment and disease. As there is ambiguity regarding the terminology surrounding intergenerational epigenetic inheritance, we provide a glossary reflecting our usage (Supplementary Information). For this analysis, we treated DNA methylation levels at distinct loci as traits to characterize their inheritance patterns across multiple generations in crosses of inbred mice. We selected two strains from the Collaborative Cross (CC) mouse model, a panel of recombinant inbred strains derived from eight founders, to increase interstrain heterozygosity while minimizing hybrid dysgenesis and regulatory incompatibilities often seen in interspecific and subspecific crosses^20,21^. Using long-read Oxford Nanopore Technologies (ONT) sequencing of these strains and their F1 and F2 crosses, we directly measured both genetic sequence and DNA methylation on the same DNA molecules, enabling haplotype phasing. We developed a tool to map methylation data from these highly divergent CC strains into a single pseudohybrid intermediate genome, enabling rigorous and unbiased allele-specific methylation analysis^22^ (Extended Data Fig. 1). Additionally, to assess the functional consequences of these epigenetic inheritance patterns, we coupled this methylation analysis with measurements of allele-specific expression. Lastly, as DNA methylation is known to be tissue-specific, we analyzed these inheritance patterns genome-wide in two tissues.

Using this approach, we identified at least 522 autosomal examples of non-Mendelian inheritance, including a paramutation event identified in a mammalian genome in the absence of transgenic manipulation, 54 emergent epigenetic inheritance patterns, at least 51 regions under the control of distal *trans*-acting methylation quantitative trait loci (meQTLs), and at least five imprinted genes to our knowledge not previously reported, including one located on the X chromosome. We also identified two additional highly likely examples of paramutation over strain-specific IAP elements. Furthermore, we characterized and mapped many examples of Mendelian inheritance of DNA methylation patterns, including 7,081 regions under the control of *cis*-acting meQTLs.

## Results

### Integrated genetic and epigenetic analysis of the intergenerational inheritance of DNA methylation patterns

We designed a combined genetic and epigenetic analysis to identify DNA methylation patterns related to genotype, sex, intergenerational inheritance, tissue and parent-of-origin effects (Fig. 1a). This was achieved using genome-wide long-read ONT sequencing of liver and muscle DNA from 26 (15 liver, 11 muscle) male and female mice of two genetically distinct inbred CC strains, CC019/TauUnc and CC037/TauUnc, as well as 34 (22 liver, 12 muscle) of their F1 hybrids in both cross directions. Muscle and liver were profiled in distinct mice. We subsequently performed targeted ONT sequencing of liver DNA from 19 F2 crosses, generated by crossing members of the F1 generation, to further analyze candidate epigenetic inheritance patterns identified using the inbred and F1 datasets. Analysis of the F2 generation is essential to distinguish epigenetic inheritance patterns mediated by *cis*-acting and *trans*-acting regulatory factors, as described in Fig. 1b,c. Sample information and sequencing statistics for all ONT samples are provided in Supplementary Table 1.

**Fig. 1:**
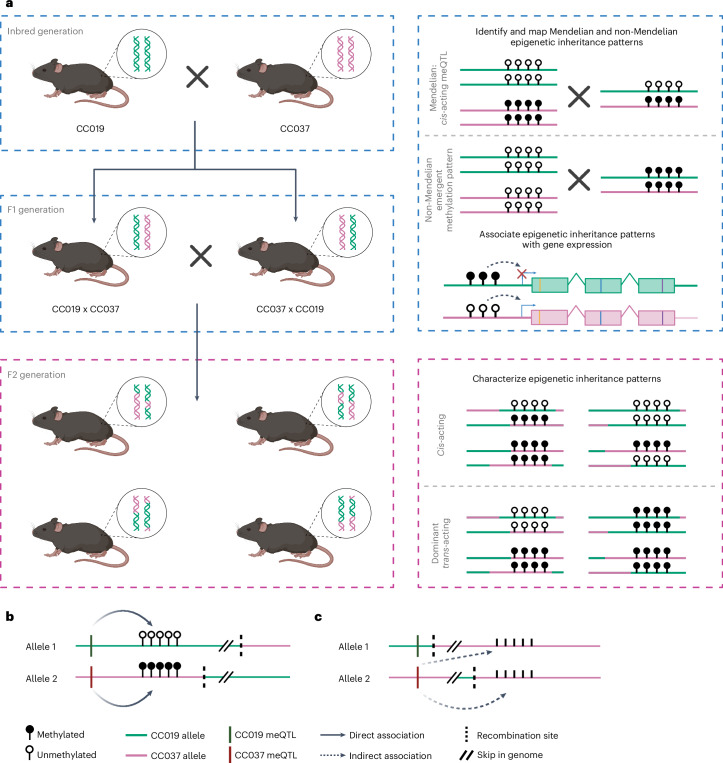
Identification and characterization of Mendelian and non-Mendelian epigenetic inheritance patterns. **a**, Long-read ONT sequencing was performed on DNA from inbred samples of two genetically divergent CC strains and their F1 crosses. Allele-specific methylation patterns were analyzed to identify and map both Mendelian and non-Mendelian patterns of epigenetic inheritance. Matched RNA was also sequenced and used to associate the identified epigenetic inheritance patterns with gene expression. Additionally, F2s from the same CC strains were sequenced to further investigate the genetic and nongenetic factors regulating the identified epigenetic inheritance patterns. **b**, Schematic of a *cis*-acting meQTL in an F2 mouse, indicating that the local haplotype of the DMR will define the identity of the meQTL, as recombination is unlikely to occur between the SNP and the CpGs over which it regulates methylation when they are in close proximity (that is, <50 cm apart). A *cis*-acting regulatory mechanism will establish an F2 population in which the local haplotype of the DMR is associated with the methylation level (for example, CC019 alleles are unmethylated while CC037 alleles are methylated), as shown in **a**. **c**, Schematic of a dominant *trans*-acting meQTL in an F2 mouse, indicating that the local haplotype of the DMR will not necessarily define the identity of the meQTL, as there is a high likelihood that independent assortment of chromosomes or meiotic recombination will occur between the SNP and the CpGs over which it regulates methylation if they are >50 cM apart. A *trans*-acting regulatory mechanism will establish an F2 population in which the local haplotype over the DMR is not associated with the methylation level (that is, there is no clear methylation pattern associated with the CC019 or CC037 alleles), as shown for a dominant *trans*-acting meQTL in **a**. Schematics in **a** created in BioRender; Feinberg, A. https://biorender.com/xobyc15 (2026).

Within the CC019 and CC037 reference genomes, there are ~19 million CpGs, of which ~4.8 million overlap regions identical by descent (IBD), that is, lacking genetic variation between the two strains. Using our experimental and computational approach, we analyzed ~12 million autosomal CpGs and ~350,000 X-chromosomal CpGs in both tissues, accounting for ~90% and ~85% of the CpGs present in both strains, mappable to the intermediate genome and within non-IBD regions.

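The liver RNA counts used here are from 30 mice at 4 months of age. They were 6 CC019 inbreds, 9 CC037 inbreds, 7 CC019 x CC037 F1s and 8 CC037 x CC019 F1s, with the maternal strain written first. CC019 and CC037 are inbred strains of the Collaborative Cross. Values are given over 29 of these mice, 13 males and 16 females, because the paper set aside 1 female CC019 x CC037 F1 with a single X chromosome. Values over all 30 follow where that mouse changed them. The authors estimated the reads of each transcript with Salmon against a diploid transcriptome, which holds a CC019 and a CC037 version of every transcript on GRCm38 coordinates, and summed them by gene and allele with fishpond. The deposited values are these expected counts for 42880 genes, without normalization or a filter. Between 27672008 and 63258035 counts per mouse fell on genes, with a median of 37888559 in the inbreds and 37775880 in the F1s. The 10 genes with the most counts held 17.15 to 22.1% of each library. The CC019 versions took 68.1 to 69.2% of the counts in CC019 mice, 24.8 to 26.5% in CC037 mice and 47.3 to 48.3% in F1s, since reads that match both versions were divided between them. For total expression, the counts of both alleles were summed, rounded to whole numbers and compared between groups with edgeR's quasi-likelihood test after TMM normalization. For allele-specific expression, the alleles of each F1 were compared within the mouse, with the mouse's total as the library size of both. Genes with an adjusted p of at most 0.05 after Benjamini-Hochberg adjustment over all genes tested were counted as different. Standard errors come from the log2 fold change and its F statistic, and levels are in CPM, relative to the mouse's total over both alleles. All tests were two-sided. Expected counts are estimates, so a floor of 3 counts covers counting error only.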

To assess the functional implications of these methylation patterns, we sequenced liver RNA from a subset of the inbred and F1 samples that were also profiled using ONT sequencing. Outputs were evaluated for allele specific and total expression in the context of each identified epigenetic inheritance pattern, as detailed in the Methods. Only 9.5% of genes (4,092/42,880 genetic elements considered; 3,956/19,655 protein-coding genes) were analyzable, that is, they contained transcribed polymorphisms that differ between CC019 and CC037 with expression levels exceeding a minimum threshold, thereby limiting allele-specific expression comparisons to a subset of genes.

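The filters of the paper's methods were applied again to the expected counts. Of 42880 genes, 13185 were above 0.5 CPM in the majority of the 29 mice. Of these, 4120 genes had at least 90% of their allelic counts on the mouse's own allele in every one of the 15 inbreds, which is 9.61% of all genes and 31.25% of the expressed genes. They included 3972 of 19787 protein-coding genes (20.1%), and 4052 were autosomal and 66 X-linked. Over these genes, each inbred mouse had 98.9 to 99.4% of its counts on its own allele. A stricter filter of 95% in place of 90% moved the number most, to 3433 genes. With the female that the paper set aside included, 13127 genes were expressed and 4115 analyzable.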

We defined and searched for 12 distinct patterns of epigenetic inheritance. Representations of each epigenetic inheritance pattern identified on the autosomes, as well as the number of regions exhibiting each pattern, are shown in Fig. 2. A comprehensive list of these regions is included in Supplementary Tables 2 and 3, and the top ten regions for each pattern are shown in Supplementary Figs. 1–24. Each pattern is discussed in detail below and in Supplementary Notes.

**Fig. 2:**
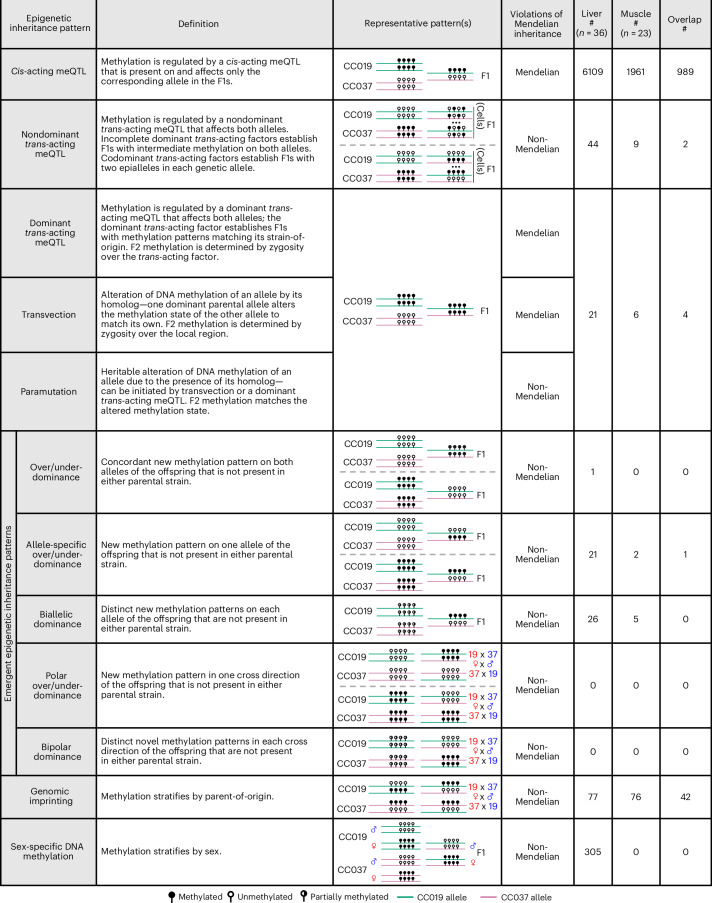
Autosomal epigenetic inheritance patterns. Definitions, representative patterns and violations to Mendelian inheritance of each autosomal epigenetic inheritance pattern identified, as well as the number of each pattern identified in both the liver and muscle and the number common to both tissues.

### *Cis*-acting meQTLs (pattern 1)

Among the observed epigenetic inheritance patterns, the most prevalent in both tissues were regions of the genome in which methylation stratifies by genotype and allele (Fig. 3a). These methylation patterns are established by *cis*-acting meQTLs, defined as genetic variants that regulate DNA methylation levels of proximal CpGs located on the same allele^23^. In total, 7,081 genomic regions were identified that follow this pattern in at least one tissue, accounting for ~93% of autosomal intergenerational epigenetic inheritance patterns (Figs. 2 and 3b,c, Supplementary Figs. 1 and 2, and Supplementary Tables 2 and 3). We find that 16% and 50% of the *cis*-acting meQTLs identified in liver and muscle, respectively, are present in both tissues. Examples of tissue-independent and tissue-specific *cis*-acting meQTLs are shown in Fig. 3b,c.

**Fig. 3:**
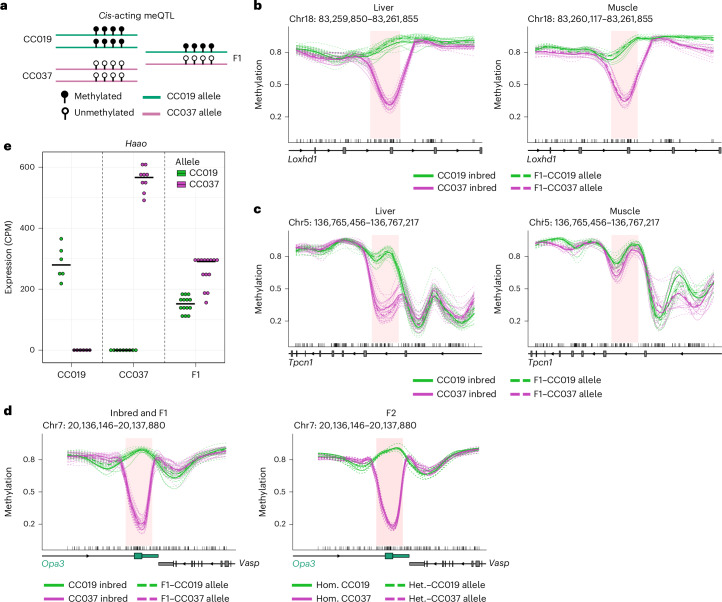
*Cis*-acting meQTLs. **a**, Generic representation of methylation in the context of a *cis*-acting meQTL in inbred CC019 and CC037 samples and their F1 crosses. **b**, C*is*-acting meQTL identified in both the liver (left) and muscle (right) over *Loxhd1*. **c**, Methylation pattern of the tissue-specific *cis*-acting meQTL identified over *Tpcn1* in the liver (left) and not in the muscle (right). **d**, *Cis*-acting meQTL identified in the liver over *Vasp* and *Opa3*, shown for inbred and F1 samples (left) and F2 samples (right). **e**, Allele-specific expression of *Haao* in the liver, exhibiting regulation by a *cis*-acting eQTL and overlapping a *cis*-acting meQTL in both the liver and muscle. Expression was analyzed in 6 CC019 inbred, 9 CC037 inbred and 14 F1 mice. For the inbred samples (CC019 and CC037), the expression levels of the absent alleles are provided as technical controls confirming accurate allelic assignment. For the methylation plots shown in **b**–**d**, bold lines represent coverage-weighted mean methylation of the respective group and CpG sites included in the final analysis are denoted by tick marks on the *x* axis. CPM, counts per million; hom., homozygous; het., heterozygous.

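*Haao* (ENSMUSG00000000673) lies on chromosome 17 of GRCm38 from 83831156 to 83847963. Its total expression was 285 ± 55.2 CPM (SD, n = 6) in CC019 inbreds, 561 ± 40.0 CPM (SD, n = 9) in CC037 inbreds and 411 ± 74.6 CPM (SD, n = 14) in F1s. The difference between the inbred strains was a log2 fold change of −0.89 (standard error 0.13, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test over 13185 genes). In F1s, the CC019 allele was at 151 ± 26.9 CPM and the CC037 allele at 260 ± 49.9 CPM (SD, n = 14), with at least 3035 counts on either allele in every mouse. The allelic log2 ratio was −0.78 (standard error 0.04, adjusted p = 5.1e-11 from the same test within mice) and was negative in 14 of 14 F1s. It was −0.44 in CC019 x CC037 female 4, against −0.75 to −0.67 in the other CC019 x CC037 F1s. The alternative that moved the allelic ratio most was the use of the CC019 x CC037 F1s alone, which gave −0.67. The strain difference was −0.82 with a score of clock genes as covariate, a setting chosen after the data were seen. Leaving out 1 inbred at a time moved it to between −1.002 (without CC019 male 1) and −0.81 (without CC019 female 3). The strain difference also differed between the sexes, by −0.70 on the log2 scale (standard error 0.15, adjusted p = 0.0079). In females, the levels were 240 ± 21.1 CPM (SD, n = 3) in CC019 and 567.9 ± 50.1 CPM (SD, n = 5) in CC037, and in males 330 ± 33.7 CPM (SD, n = 3) and 553 ± 27.5 CPM (SD, n = 4). With all 15 F1s, the allelic log2 ratio was −0.77.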

To confirm that these differentially methylated regions (DMRs) are controlled by *cis*-acting regulatory elements, we performed targeted ONT sequencing on 20 candidate regions in F2 mice. As expected, all 20 regions exhibit methylation levels that segregate with the local haplotype (Fig. 3d and Supplementary Data 1), thereby validating that these methylation patterns are established by *cis*-acting meQTLs.

To assess the effects of these *cis*-acting meQTLs on gene expression, we examined genes whose promoters or enhancers overlap with, or are located within 100 kb of, the corresponding DMR. Specifically, we searched for genes with allelic imbalance in the F1s which mirrors the expression difference observed between the two parental strains (Fig. 3e) with no limitation on which allele is more highly expressed. Allele-specific expression could be assessed for only a subset of these genes (2,610/13,013; Supplementary Table 4). 

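The study lists 700 genes in this class, of which 699 were matched to a gene in the deposited counts and 698 were tested both between the inbred strains and between the F1 alleles. Of these, 606 differed in both tests with the same sign, 307 with higher expression from CC019 and 299 from CC037. Adjusted over the list alone, 692 did, which is not independent evidence because the study chose the list on these samples. All 698 had the same sign in both tests, which the study's rule for the list already asked for in these samples. The median absolute log2 fold change was 0.58 between the strains (quartiles 0.37 and 0.93) and 0.45 between the alleles (quartiles 0.27 and 0.815), with median standard errors of 0.11 and 0.06. Across the listed genes, which are not independent replicates and were chosen for a shared sign, Pearson's r of the 2 log2 values was 0.917 and Spearman's rho 0.926. The use of the CC019 x CC037 F1s alone moved the count to 447 genes. A clock gene score as covariate, a setting chosen after the data were seen, moved it most, to 427. Without regard to methylation, 821 of the 4052 analyzable autosomal genes met the same rule. In that set, 872 genes differed in both tests, 51 of them with opposite signs, and Pearson's r was 0.714 across all of these genes. Among listed genes whose strains and paired alleles did not overlap, those with the highest log2 fold changes were *Gm15638*, *Serpine2* and *Npr2*, and those with the lowest were *Slc3a1*, *H2-Eb1* and *Ntrk2*. *Slc3a1* (ENSMUSG00000024131, chromosome 17 from 85028376 to 85064236) was at 1.57 ± 0.669 CPM in CC019 (SD, n = 6) and 114 ± 65.8 CPM in CC037 (SD, n = 9), a log2 fold change of −6.10 (standard error 0.44, adjusted p = 5.3e-08). Its F1 alleles were at 0.754 ± 0.268 and 48.0 ± 8.43 CPM (SD, n = 14), an allelic log2 ratio of −6.01 (standard error 0.11, adjusted p = 6.0e-16). *Npr2* (ENSMUSG00000028469, chromosome 4 from 43631935 to 43651244) was at 106 ± 17.1 CPM in CC019 and 4.92 ± 1.06 CPM in CC037, with a strain log2 fold change of 4.50 (standard error 0.14, adjusted p = 2.3e-12) and an allelic log2 ratio of 3.04 (standard error 0.14, adjusted p = 2.7e-11). For *Serpine2* (ENSMUSG00000026249), the strain and allelic log2 values were 5.12 and 3.62, for *H2-Eb1* (ENSMUSG00000060586) −5.79 and −6.07, and for *Ntrk2* (ENSMUSG00000055254) −3.66 and −1.51. The counts of *H2-Eb1* are uncertain, because reads of other class II histocompatibility genes could be divided among them. *Gm15638* (ENSMUSG00000085826) was at 3.98 ± 1.99 CPM in CC019 and 0.0766 ± 0.0310 CPM in CC037, and its CC037 allele had at most 4.46 counts in any F1, so its log2 values of 5.76 and 4.69 rest on few counts.

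**Figure D1:**
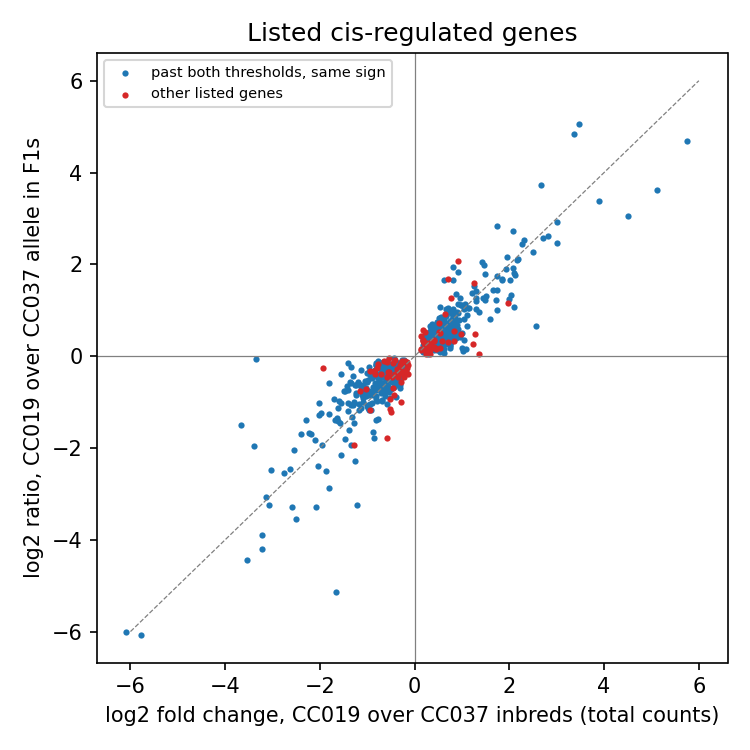
Log2 fold change of total expression between CC019 and CC037 inbreds (x axis) against the log2 ratio of the CC019 over the CC037 allele in F1s (y axis) for the 698 listed genes tested. Blue points are the 606 genes that differed in both tests with the same sign, red points are the other listed genes, and the dashed line marks equal values.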

We identified 700 genes showing *cis*-acting regulation of both expression and DNA methylation, suggesting that many *cis*-acting meQTLs may also function as expression quantitative trait loci (Supplementary Tables 4 and 5).

### Nondominant *trans*-acting meQTLs (pattern 2)

We also identified regions in which methylation stratifies by genotype only in the inbred samples, whereas both alleles of the F1s exhibit intermediate methylation levels (Fig. 4a,b). These patterns are likely caused by *trans*-acting meQTLs, defined as genetic variants that influence methylation levels of distal CpGs and can regulate both alleles. We identified 51 genomic regions that exhibit this methylation pattern in at least one tissue (Figs. 2 and 4c, Supplementary Figs. 3 and 4, and Supplementary Tables 2 and 3). While there were fewer nondominant *trans*-acting meQTLs identified in the muscle (*n* = 9) than in the liver (*n* = 44), only 22% (2/9) of the muscle nondominant *trans*-acting meQTLs were also observed in the liver (Fig. 4c,d), suggesting that these nondominant *trans*-acting meQTLs may be more tissue-specific than their *cis*-acting counterparts.

**Fig. 4:**
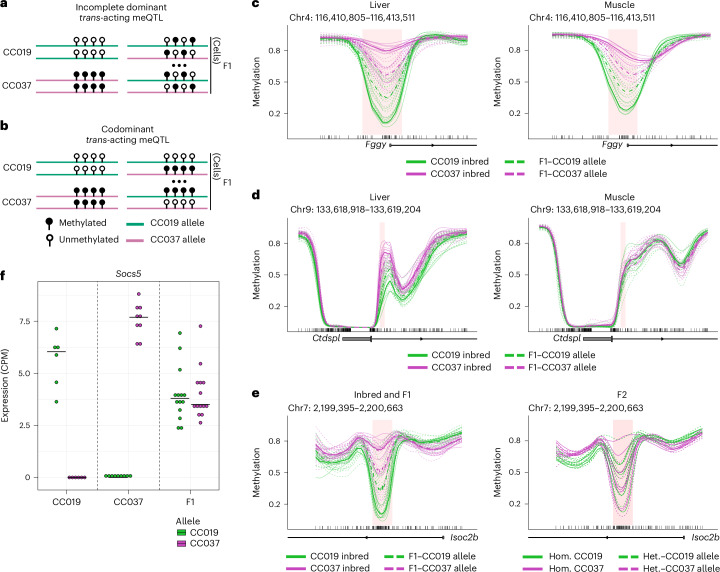
Nondominant *trans*-acting meQTLs. **a**, Generic representation of methylation in the context of an incomplete dominant *trans*-acting meQTL in inbred CC019 and CC037 samples and their F1 crosses. **b**, Generic representation of methylation in the context of a codominant *trans*-acting meQTL. Methylation patterns in **a** and **b** indicate that read-level methylation analyses are required to distinguish incomplete dominant from codominant *trans*-acting meQTLs, as their methylation patterns will appear identical at the sample level. **c**, Nondominant *trans*-acting meQTL identified in both the liver (left) and the muscle (right) over *Fggy*. **d**, Tissue-specific nondominant *trans*-acting meQTL identified over *Ctdspl* in the liver (left) and not in the muscle (right). **e**, Nondominant *trans*-acting meQTL identified in the liver over *Isoc2b*, shown for inbred and F1 samples (left) and F2 samples (right). **f**, Allele-specific expression of *Socs5* in the liver, exhibiting regulation by a tissue-specific nondominant *trans*-acting eQTL identified in the liver. Expression was analyzed in 6 CC019 inbred, 9 CC037 inbred and 14 F1 mice. For the inbred samples (CC019 and CC037), the expression levels of the absent alleles are provided as technical controls confirming accurate allelic assignment. For the methylation plots shown in **c**–**e**, bold lines represent coverage-weighted mean methylation of the respective group and CpG sites included in the final analysis are denoted by tick marks on the *x* axis.

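*Socs5* (ENSMUSG00000037104) lies on chromosome 17 of GRCm38 from 87107679 to 87137839. Its total expression was 5.62 ± 1.28 CPM (SD, n = 6) in CC019 inbreds and 7.59 ± 0.783 CPM (SD, n = 9) in CC037 inbreds, a log2 fold change of −0.38 (standard error 0.11, adjusted p = 0.022 from edgeR's quasi-likelihood test). In F1s it was 8.00 ± 2.46 CPM (SD, n = 14), and its alleles were at 3.99 ± 1.32 CPM (CC019) and 4.02 ± 1.22 CPM (CC037), with 72.8 to 279 counts on an allele in each mouse. The allelic log2 ratio was −0.02 (standard error 0.06, adjusted p = 0.783), which is smaller than its spread between F1s (SD 0.22). The strain and allelic log2 values were also compared in a joint model of own-allele counts in inbreds and allelic counts in F1s, without TMM. Its difference, which need not equal that of the values above, was −0.40 (standard error 0.14, adjusted p = 0.0501) and did not pass the threshold. The sign of the allelic ratio changed with all 15 F1s, to 0.04, where the female with a single X chromosome had a ratio of 1.07 on this autosomal gene. It also changed with the allelic totals as library sizes, to 0.02. In 1 of the 15 fits that each left out 1 inbred, the strain difference no longer passed the threshold.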

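In the 6 CC019 inbreds, the CC037 allele of *Socs5* had 0 counts in every mouse, where the CC019 allele had 115 to 293. In the 9 CC037 inbreds, the CC019 allele was at 0.0280 ± 0.0481 CPM (SD) with at most 4.79 counts in a mouse, beside 7.56 ± 0.802 CPM from the CC037 allele.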

Nondominant *trans*-acting meQTLs comprise two distinct subpatterns—incomplete dominance and codominance. While each of these subpatterns establishes identical methylation patterns at the sample level, they can be distinguished using long-read sequencing data by further assessing the variability of DNA methylation at both the cellular and CpG levels. In regions regulated by an incomplete dominant *trans*-acting meQTL, each sequenced strand of DNA from both parental alleles of the F1 crosses exhibit intermediate methylation levels which are between the two inbred parental strains, indicating CpG-level methylation variability within each cell (Fig. 4a and Extended Data Fig. 2). Conversely, in regions regulated by codominant *trans*-acting meQTLs, each phased F1 alleles exhibits two clear epialleles, groups of reads that are either fully methylated or fully unmethylated, indicating variability at the cellular level (Fig. 4b and Extended Data Fig. 3). Thus, methylation differences between the inbred strains and F1 crosses in these regions reflect shifts in the distributions of these epialleles.

Five candidate regions regulated by nondominant *trans-*acting meQTLs were chosen for subsequent targeted analysis in the F2s. Three of these regions exhibited no clear relationship between local haplotype and observed methylation states (Fig. 4e and Supplementary Data 1), further supporting regulation by *trans*-acting genetic variants. The remaining two DMRs exhibited genotype-specific and allele-specific methylation patterns in the F2 generation that were smaller than observed in the inbred generation and roughly the same as in the F1 generation (Supplementary Data 1).

We subsequently analyzed allele-specific and total expression levels of genes associated with these DMRs via direct promoter/enhancer overlap or by genomic proximity to identify instances in which expression levels are consistent with regulation by nondominant *trans*-acting meQTLs. These genes are expected to exhibit expression levels that stratify by genotype in inbred samples but lack significant allelic imbalance in the F1s. 

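The paper's rule for this class asks for a strain difference in the inbreds and no allelic imbalance in the F1s. Of the 9 genes that the study lists, 8 met it: *Itga3*, *Isoc2b*, *Tmie*, *Als2cl*, *Zfp105*, *Socs5*, *Slc25a39* and *Il12rb1*. *Itga9* (ENSMUSG00000039115, chromosome 9 from 118606690 to 118901003) did not, with a strain log2 fold change of −0.56 (standard error 0.20, adjusted p = 0.0566 from edgeR's quasi-likelihood test). Adjusted over the list alone, 9 met the rule, which is not independent evidence because the study chose the list on these samples. The absolute strain log2 fold change had a median of 0.56 and the absolute allelic ratio one of 0.06. Since a ratio that does not pass a test is not shown to be equal, the strain and allelic log2 values were also compared directly. This used a joint model of own-allele counts in the inbreds and allelic counts in the F1s, without TMM. Its differences need not equal those of the separate values. *Tmie* (ENSMUSG00000049555, chromosome 9 from 110865711 to 110880113) had a strain log2 fold change of −1.02 and an allelic ratio of 0.01. Its difference in the joint model was −1.09 (standard error 0.14, adjusted p = 1.8e-06). *Slc25a39* (ENSMUSG00000018677) had a difference of 0.36 (adjusted p = 0.0015), *Als2cl* (ENSMUSG00000044037) of −0.46 (adjusted p = 0.0376) and *Itga3* (ENSMUSG00000001507) of −0.62 (adjusted p = 0.0419). *Tmie* and *Als2cl* overlap on the chromosome. They lie on opposite strands and the libraries were strand-specific, and whether the overlap affects their counts was not tested. *Isoc2b* (ENSMUSG00000052605), *Zfp105* (ENSMUSG00000057895) and *Il12rb1* (ENSMUSG00000000791) had allelic ratios of 0.60, 0.69 and −0.74 with standard errors of 0.56, 0.29 and 0.43. Their differences from the strain value, 1.20, 0.77 and −0.94, had adjusted p of 0.261, 0.180 and 0.331. Among all analyzable autosomal genes, 379 met the rule and 130 of these also passed the direct comparison. The count of listed genes was 6 with a CPM cutoff of 1, with a 95% allele filter and with a clock gene score as covariate, a setting chosen after the data were seen.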

We identified nine such instances (Fig. 4f and Supplementary Tables 4 and 5), suggesting that these nondominant *trans*-acting meQTLs may also function as expression quantitative trait loci (eQTL), thereby providing an additional link between these regulatory mechanisms.

### Dominant *trans*-acting meQTLs, transvection and paramutation (patterns 3–5)

Our analysis further revealed epigenetic inheritance patterns in which methylation stratifies by genotype in the inbred samples, while methylation on both alleles of the F1s resembles only one of the parental strains (Fig. 5a,b). We identified 23 such regions present in at least one tissue (Fig. 2, Supplementary Figs. 5 and 6, and Supplementary Tables 2 and 3). Of these, four were identified in both tissues, representing 17% and 67% of the regions identified in the liver and muscle, respectively. Included among these four tissue-independent DMRs is a region overlapping the gene *Vps37c* (Fig. 5b), involved in the vesicular sorting of endocytic cargo^24^ and subject to further investigation below.

**Fig. 5:**
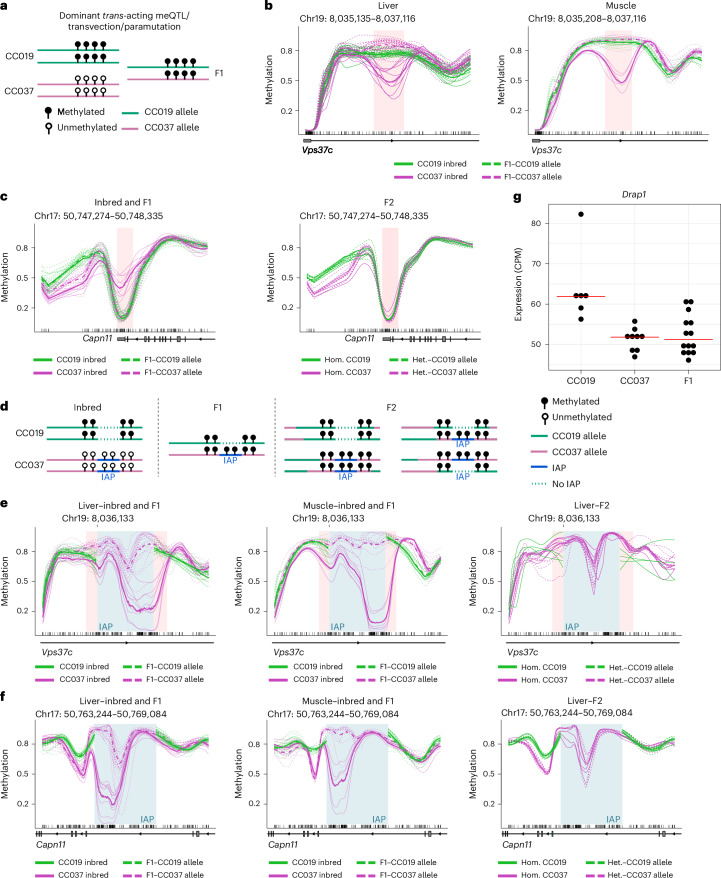
Dominant *trans*-acting meQTLs, transvection and paramutation. **a**, Generic representation of methylation in the context of a dominant *trans*-acting meQTL, transvection or paramutation in inbred CC019 and CC037 samples and their F1 crosses. **b**, Dominant *trans*-acting meQTL/transvection/paramutation methylation pattern identified in both the liver (left) and muscle (right) over *Vps37c*. **c**, Paramutation methylation pattern identified in the liver over *Capn11*, shown for inbred and F1 samples (left) and F2 samples (right). **d**, Generic representation of methylation in the context of paramutation driven by the presence of a strain-specific IAP element in the inbred (left), F1 (middle) and F2 (right) generations. **e**, Methylation over the CC037-specific *Vps37c* IAP is shown for the inbred and F1 samples of the liver (left), inbred and F1 samples of the muscle (center), and F2 samples of the liver (left). For the liver F2s, only those samples/alleles with an average coverage of at least 1× over the region shown are included. The IAP is highlighted in blue and the original DMR (identified without inclusion of the IAP in the reference genome) is highlighted in red. As these plots no longer conform to the original pseudohybrid intermediate coordinate system due to the addition of the IAP, a single anchor coordinate indicating the start of the IAP is shown. **f**, Methylation over the CC037-specific *Capn11* IAP shown for the inbred and F1 samples of the liver (left), inbred and F1 samples of muscle (center), and F2 samples of the liver (left). The IAP is highlighted in blue. **g**, Total expression of *Drap1* in the liver, exhibiting a dominant *trans*-acting eQTL/transvection/paramutation expression pattern and proximal to a dominant *trans*-acting meQTL/transvection/paramutation methylation pattern in the liver. Expression was analyzed in 6 CC019 inbred, 9 CC037 inbred and 14 F1 mice. For the methylation plots shown in **b**, **c**, **e** and **f**, bold lines represent coverage-weighted mean methylation of the respective groups and CpG sites included in the final analysis are denoted by tick marks on the *x* axis.

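*Drap1* (ENSMUSG00000024914) lies on chromosome 19 of GRCm38 from 5422805 to 5424979. Its total expression was 64.0 ± 9.28 CPM (SD, n = 6) in CC019 inbreds, 51.3 ± 2.803 CPM (SD, n = 9) in CC037 inbreds and 52.5 ± 4.89 CPM (SD, n = 14) in F1s. CC019 inbreds were higher than CC037 inbreds by a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.0074) and higher than F1s by 0.41 (standard error 0.09, adjusted p = 0.0020). CC037 inbreds and F1s differed by 0.0035 (standard error 0.05, adjusted p = 0.973, each from edgeR's quasi-likelihood test). The F1s differed by cross, with 57.3 ± 3.10 CPM (SD, n = 6) in CC019 x CC037 F1s and 49.0 ± 1.87 CPM (SD, n = 8) in CC037 x CC019 F1s. With the CC019 x CC037 F1s alone, the difference between CC019 and the F1s was 0.31 (adjusted p = 0.137) and that between CC037 and the F1s −0.09 (adjusted p = 0.389). CC019 male 1 was at 82.3 CPM and the other CC019 inbreds between 56.3 and 62.4 CPM. Without any single inbred, the strain difference stayed between 0.29 and 0.45. It differed between the sexes by −0.49 on the log2 scale (standard error 0.14, adjusted p = 0.031). Within CC019, which is 1 side of this difference, the level was 68.9 ± 11.6 CPM in males (SD, n = 3) and 59.0 ± 2.75 CPM in females (SD, n = 3). The male mean includes CC019 male 1. The inbreds and the F1s were sequenced in separate batches, so cross type and batch cannot be told apart in the comparisons with the F1s.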

This pattern may conceivably arise from three distinct underlying mechanisms—dominant *trans*-acting meQTLs, transvection or paramutation (Supplementary Notes 1 and 2), and additional data from the F2 generation are required to distinguish these potential mechanisms (Extended Data Fig. 4).

To differentiate genomic regions regulated by these three mechanisms, we profiled a set of three candidate regions in the F2 generation using targeted ONT sequencing on liver DNA from 19 F2 mice selected from a set of 58 based on their genotyping such that, at each region in the genome, there is at least one sample which is homozygous for each of the two parental alleles—CC019 and CC037 (Extended Data Fig. 5a,b). This ensures that, if the methylation of a candidate region is driven by a dominant *trans*-acting meQTL, at least one sample will be homozygous for the nondominant allele and will therefore exhibit the nondominant methylation pattern, allowing distinction from paramutation.

We observed that the candidate region overlapping the gene *Capn11* exhibits only one methylation pattern in the F2s, matching that of both F1 alleles (Fig. 5c, Extended Data Fig. 6, Supplementary Fig. 25 and Supplementary Data 1). This indicates that this region exhibits intergenerational paramutation, representing a form of non-Mendelian epigenetic inheritance observed across generations previously reported in engineered and transgenic mice. Notably, *Capn11* is a calcium-dependent protease that is predominantly expressed in the testis during later stages of meiosis in both mice and humans^25–27^, and decreased expression in humans has been associated with infertility and azoospermia^28^.

Additionally, within the aforementioned DMR overlapping *Vps37c* (Fig. 5b), we identified a ~5-kb insertion inside the DMR relative to the CC037 reference genome. Investigation of this insertion using the Dfam database^29^ reveals that it is a transposable element (TE) belonging to the IAP family of ERVs and is present only in the CC037 strain. We suspected that this DMR may be an additional example of intergenerational paramutation, in which the highly methylated pattern observed in the CC037 alleles of the F1 generation in both liver and muscle would be subsequently inherited in all CC037 alleles of the F2 generation. While this region was not included in the F2 sequencing target regions, there exists another IAP ~13 kb downstream of the *Capn11* paramutation region^30^, which was included as a target region. The *Capn11* IAP shows sufficiently high sequence homology to the *Vps37c* IAP such that the CC037 allele was captured by adaptive sampling with enough frequency for a regional methylation analysis (average coverage of the CC037 allele with the IAP, ~8×; average coverage of the CC019 allele without the IAP, ~0.5×). As such, we reanalyzed methylation of the CC037 samples and alleles in this region using a new CC037 reference genome that includes the IAP sequence. Methylation over the *Vps37c* IAP is much lower for the inbred CC037 samples than the CC037 alleles of the heterozygous F1s in both the muscle and liver (Fig. 5d,e and Extended Data Fig. 7a). Furthermore, we observe a methylation pattern in all CC037 alleles of the F2 generation that more closely matches the F1–CC037 alleles than the inbred CC037 samples, independent of the zygosity of the F2 samples in this region, suggesting that this region is highly likely to be an additional example of intergenerational paramutation. However, as not all 19 F2 mice contain at least one copy of this IAP, there remains the possibility that this methylation pattern is driven by a dominant *trans*-acting meQTL (Supplementary Notes 1 and 2).

Given this observation, we further analyzed DNA methylation at an IAP ~13 kb downstream of the *Capn11* DMR, which is also present only in the CC037 genome. Methylation at this IAP shows a pattern similar to the *Vps37c* IAP, with inbred CC037 samples exhibiting lower methylation than CC037 alleles of the F1 generation (Fig. 5f and Extended Data Fig. 7b). Furthermore, all CC037 alleles in the F2 generation exhibit a methylation pattern nearly identical to that of the F1–CC037 alleles, strongly suggesting this is another example of intergenerational paramutation (Supplementary Notes 1 and 2).

To investigate the link between these methylation patterns and gene expression, we analyzed genes associated with these DMRs via direct promoter or enhancer overlap or genomic proximity to identify those genes whose total F1 expression levels match that of only one parental strain. This analysis revealed 14 such genes (Fig. 5g and Supplementary Tables 4 and 5), suggesting a potential role for these methylation patterns in the regulation of gene expression.

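The rule was applied to the 14 listed genes with edgeR's quasi-likelihood test on total counts of each strain against the F1s. Among them, 8 differed between the strains and between only 1 strain and the F1s. *Drap1*, *Ccdc85b*, *Slc20a2*, *Acy3*, *Lrba*, *Cblc* and *Hpd* differed between CC019 and the F1s, and *Adat2* between CC037 and the F1s. The largest CC019 difference was that of *Cblc* (ENSMUSG00000040525, chromosome 7 from 19778881 to 19796809), with a log2 fold change of 0.61 over the F1s (standard error 0.14, adjusted p = 0.0030), against −0.11 for CC037 (standard error 0.11, adjusted p = 0.527). *Adat2* (ENSMUSG00000019808, chromosome 10 from 13552894 to 13563376) was higher in CC037 than in the F1s by 0.25 (standard error 0.09, adjusted p = 0.0418), and lower in CC019 than in the F1s by an amount that did not pass, −0.15 (adjusted p = 0.264). Of the 6 genes that missed, *AI837181*, *Banf1*, *Mrps9*, *Nudt8* and *AI480526* had adjusted p between 0.0542 and 0.0834 for the strain difference. *Polb* had an adjusted p of 0.0236 for the strain difference and of 0.105 for each comparison with the F1s. Adjusted over the 14 listed genes together, 13 met the rule, all but *Adat2*, and adjusted over the 2 lists separately, 13 of 13 and 1 of 1 did. This is not independent evidence because the study chose the list on these samples. With the CC019 x CC037 F1s alone, 2 genes met it. With the clock gene score as covariate, chosen after the data were seen, 0 did. The score went with F1 or inbred (Pearson's r of −0.64 over 29 mice), so this 0 cannot decide on the listed genes. Among all expressed genes, 1115 were like CC037 in the F1s and 729 like CC019 under the same rule, without regard to methylation.

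**Figure D2:**
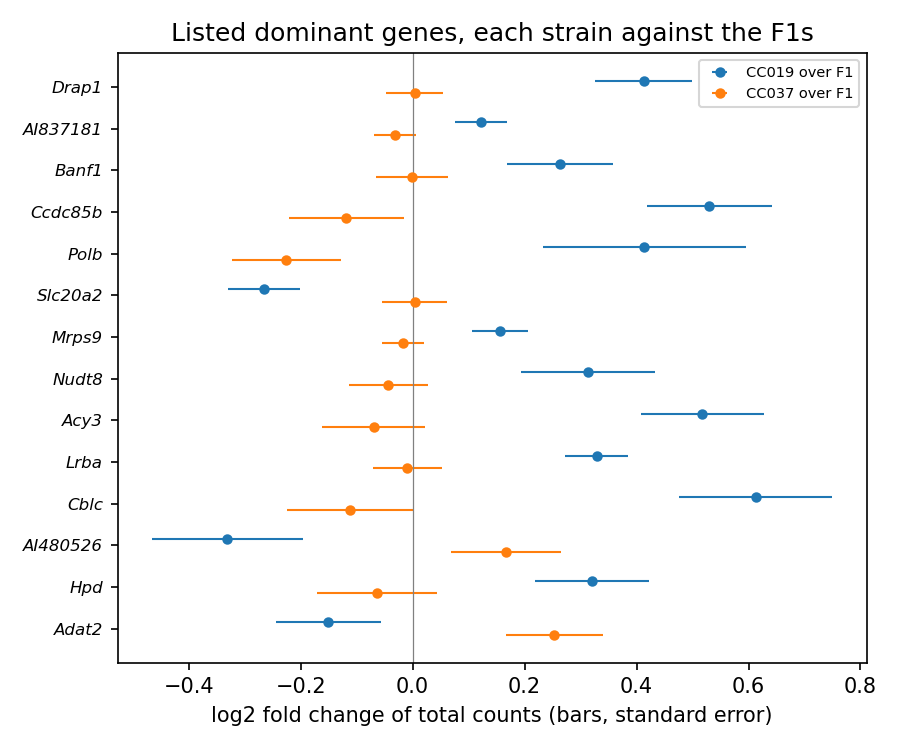
Log2 fold change of total expression of CC019 over the F1s (blue) and of CC037 over the F1s (orange) for the 14 listed genes, with bars for the standard error. *Drap1* lies at 0.41 for CC019 and near 0 for CC037.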

### Emergent epigenetic inheritance patterns (patterns 6–10)

We also searched for five distinct sets of emergent epigenetic inheritance patterns, in which at least one allele of the F1 generation exhibits a new methylation pattern not observed in either of the parental strains (for example, Fig. 6a–c). This analysis revealed 54 instances of such emergent epigenetic inheritance patterns present in at least one tissue (Fig. 2 and Supplementary Tables 2 and 3), of which one was overdominant (Fig. 6d and Supplementary Fig. 7), 22 were allele-specific overdominant or allele-specific underdominant (Fig. 6e and Supplementary Figs. 8 and 9), and 31 were biallelic dominant (Fig. 6f and Supplementary Figs. 10 and 11). This represents a substantial increase over what has been previously reported in mammals in the literature—seven examples identified in mice^31–33^ in addition to the callipyge locus in sheep^13^. Notably, only a single emergent epigenetic inheritance pattern is found in both liver and muscle, suggesting that these patterns are primarily regulated in a tissue-specific manner.

**Fig. 6:**
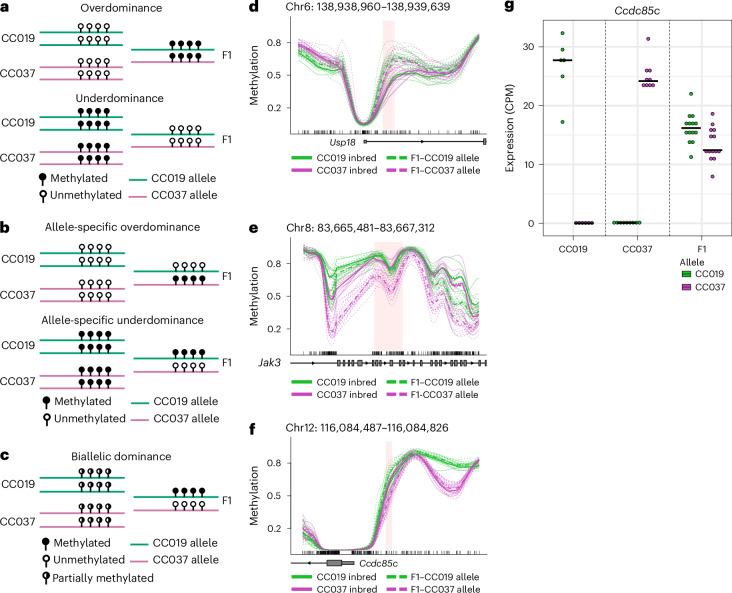
Emergent epigenetic inheritance patterns. **a**, Generic representation of methylation in the context of overdominance and underdominance in inbred CC019 and CC037 samples and their F1 crosses. **b**, Generic representation of methylation in the context of allele-specific overdominance and allele-specific underdominance in inbred CC019 and CC037 samples and their F1 crosses. **c**, Generic representation of methylation in the context of biallelic dominance in inbred CC019 and CC037 samples and their F1 crosses. **d**, Overdominant methylation pattern identified in the liver over *Usp18*. **e**, Allele-specific underdominant methylation pattern identified in the liver over *Jak3*. **f**, Biallelic dominant methylation pattern identified in the liver over *Ccdc85c*. **g**, Allele-specific expression of *Ccdc85c* in the liver, exhibiting a biallelic dominant expression pattern. The promoter of *Ccdc85c* overlaps the biallelic dominant methylation pattern shown in **f**. Expression was analyzed in 6 CC019 inbred, 9 CC037 inbred and 14 F1 mice. For the inbred samples (CC019 and CC037), the expression levels of the absent alleles are provided as technical controls confirming accurate allelic assignment. For the methylation plots shown in **d**–**f**, bold lines represent coverage-weighted mean methylation of the respective groups and CpG sites included in the final analysis are denoted by tick marks on the *x* axis.

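*Ccdc85c* (ENSMUSG00000084883) lies on chromosome 12 of GRCm38 from 108203602 to 108275425. Its total expression was 26.6 ± 5.14 CPM (SD, n = 6) in CC019 inbreds, 25.1 ± 2.61 CPM (SD, n = 9) in CC037 inbreds and 29.6 ± 5.12 CPM (SD, n = 14) in F1s. The inbred strains differed by a log2 fold change of 0.14 (standard error 0.10, adjusted p = 0.330), less than the spread within CC019. In F1s, the CC019 allele was at 16.2 ± 2.55 CPM and the CC037 allele at 13.4 ± 2.86 CPM, from 304 to 1007 counts per allele and mouse. The allelic log2 ratio was 0.30 (standard error 0.05, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test) and was positive in 14 of 14 F1s. In the joint model of own-allele and allelic counts, the difference between the strain and allelic log2 values was −0.21 (standard error 0.12, adjusted p = 0.257). The 2 values were therefore not shown to differ. With the CC019 x CC037 F1s alone, the allelic ratio was 0.20 and no longer passed the threshold (adjusted p = 0.0763). The sign of the strain value changed to −0.03 with the clock gene score as covariate, a setting chosen after the data were seen. CC037 female 5 was at 31.4 CPM and the other CC037 inbreds between 23.1 and 26.1 CPM.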

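The rule applied here for this class asks for allelic imbalance in the F1s and no strain difference in the inbreds. Of the 19 genes that the study lists, 17 met it. A strain difference that does not pass a test is not shown to be absent, and 11 of the 19 had the same sign in both tests. *Arhgap30* and *Usp21* did not, with allelic log2 ratios of −0.21 (standard error 0.09, adjusted p = 0.0773) and 0.13 (standard error 0.05, adjusted p = 0.0503, from edgeR's quasi-likelihood test within mice). Adjusted over the list alone, 19 met the rule, which is not independent evidence because the study chose the list on these samples. The absolute allelic log2 ratio had a median of 0.20 (quartiles 0.12 and 0.33). The strongest imbalance toward CC019 was that of *Cd72* (ENSMUSG00000028459, chromosome 4 from 43446462 to 43454628), with a ratio of 1.33 (standard error 0.17, adjusted p = 6.1e-06) beside a strain log2 fold change of −0.55 (standard error 0.68). *Slc39a11* and *Cog1* overlap on chromosome 11. They lie on opposite strands and the libraries were strand-specific, and whether the overlap affects their counts was not tested. The use of the CC019 x CC037 F1s alone moved the count most, to 6 genes. Without regard to methylation, 1070 analyzable autosomal genes met the rule.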

To further explore the functional role of these emergent epigenetic inheritance patterns, we analyzed the expression of genes associated with these DMRs via promoter or enhancer overlap or genomic proximity and identified 19 that exhibit expression patterns consistent with biallelic dominance (Fig. 6g and Supplementary Tables 4 and 5).

### Genomic imprinting (pattern 11)

Parent-of-origin-specific methylation, or genomic imprinting (Fig. 7a), is the most thoroughly studied example of non-Mendelian inheritance of DNA methylation in mammals. We identified 111 autosomal regions exhibiting parent-of-origin-specific methylation patterns in at least one tissue (Figs. 2 and 7b, Supplementary Figs. 12 and 13, and Supplementary Tables 2 and 3). We also identified a single region with parent-of-origin-specific methylation on the X chromosome in females, which is discussed further alongside the other X-chromosomal patterns. We compared this list to a curated set of known DNA methylation-regulated imprinting control regions (ICRs)^34^ to evaluate our analysis approach on known regions. Of the 13 analyzable ICRs (non-IBD, mappable), we detected imprinted methylation patterns in at least one tissue within 1 kb of all 13 regions.

**Fig. 7:**
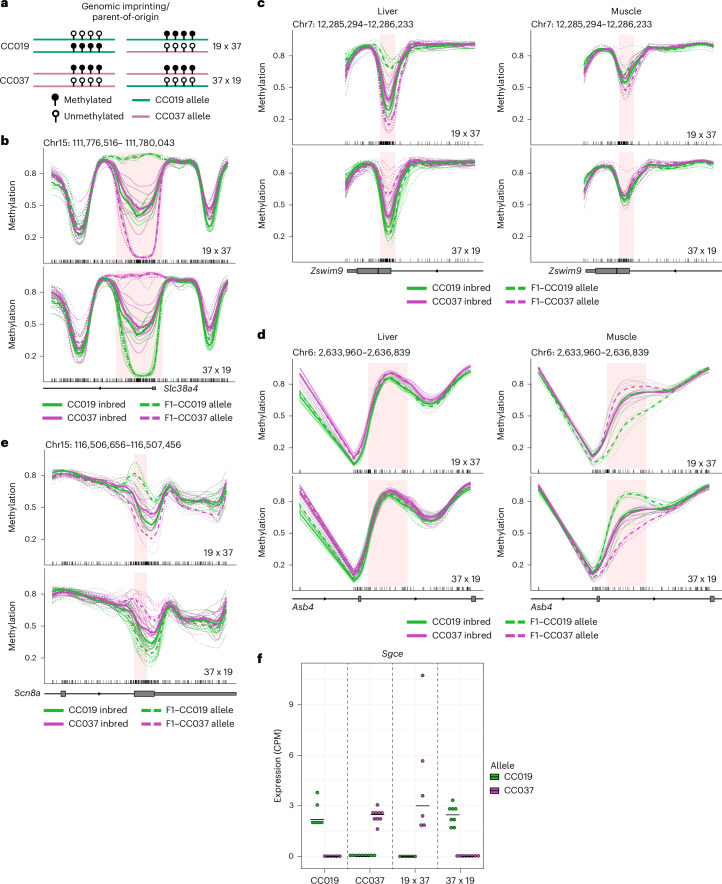
Genomic imprinting. **a**, Generic representation of methylation in the context of genomic imprinting in inbred CC019 and CC037 samples and their F1 crosses in both cross directions (denoted as maternal strain x paternal strain). **b**, Imprinted methylation pattern identified over the promoter of *Slc38a4* in the liver. Inbred samples are shown on both plots and F1 samples have been split by cross direction, CC019 x CC037 (top) and CC037 x CC019 (bottom). **c**, Parent-of-origin-specific methylation pattern found exclusively in liver, identified over *Zswim9*, shown in both the liver (left) and muscle (right). Inbred samples are shown on both plots and F1 samples have been split by cross direction, CC019 x CC037 (top) and CC037 x CC019 (bottom). **d**, Parent-of-origin-specific methylation pattern found exclusively within the muscle identified over *Asb4*, shown in both the liver (left) and muscle (right). Inbred samples are shown on both plots and F1 samples have been split by cross direction, CC019 x CC037 (top) and CC037 x CC019 (bottom). **e**, Novel parent-of-origin-specific methylation pattern identified over *Scn8a* in the liver. Inbred samples are shown on both plots and F1 samples have been split by cross direction, CC019 x CC037 (top) and CC037 x CC019 (bottom). **f**, Allele-specific expression of *Sgce* in the liver, exhibiting a parent-of-origin-specific expression pattern and overlapping a parent-of-origin-specific methylation pattern. Expression was analyzed in six CC019 inbred, nine CC037 inbred, six CC019 x CC037 F1 and eight CC037 x CC019 F1 mice. For the inbred samples (CC019 and CC037), the expression levels of the absent alleles are provided as technical controls confirming accurate allelic assignment. For the methylation plots shown in **b**–**e**, bold lines represent coverage-weighted mean methylation of the respective groups and CpG sites included in the final analysis are denoted by tick marks on the *x* axis.

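*Sgce* (ENSMUSG00000004631) lies on chromosome 6 of GRCm38 from 4674350 to 4747207. In the 6 CC019 x CC037 F1s, the paternal CC037 allele was at 4.35 ± 3.44 CPM (SD, n = 6) and the maternal CC019 allele had 0 counts in every mouse. Against the floor of 3 counts, which is 0.095 CPM in these libraries, the CC037 allele was at least 45.8-fold higher. In the 8 CC037 x CC019 F1s, the paternal CC019 allele was at 2.44 ± 0.586 CPM (SD, n = 8), from 63.3 to 131 counts, and the maternal CC037 allele at 0.0161 ± 0.0250 CPM, with 3.66 counts in 1 mouse and no more than 3 in the others. The allelic log2 ratio differed between the crosses by 17.17 (standard error 1.08, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test), a fitted value that depends on how zeros are treated, while the counts allow a difference of at least 10.59. The 6 CC019 x CC037 F1s were on one side of 0 and the 8 CC037 x CC019 F1s on the other. CC019 x CC037 male 3, whose liver library also held adrenal transcripts, had 10.7 CPM on the CC037 allele. Without it, the difference between the crosses was 16.64.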

In addition, we identified parent-of-origin-specific DMRs overlapping four autosomal genes that, to our knowledge, have not previously been identified as imprinted—*Scn8a*, *Pcdhb4*, *Fry* (identified in the liver) and *Socs5* (identified in the muscle). Furthermore, we identified parent-of-origin-specific methylation near four autosomal genes, which are variably reported as imprinted in the literature—*Zswim9* (ref. ^35^), *Nav2* (ref. ^36^), *Casc1* (ref. ^35^) and *Cntnap1* (refs. ^37,38^). Methylation over these imprinted genes is shown in Supplementary Fig. 26. Additionally, although not statistically significant, we observe a parent-of-origin-specific methylation pattern in muscle over *Scn8a*, which was identified in the liver, as well as a parent-of-origin-specific methylation pattern in the liver over *Socs5*, which was identified in the muscle (Supplementary Fig. 27).

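Over the 4052 analyzable autosomal genes, the allelic ratio differed between the cross directions in 7 genes, and 3 of these, *Sgce*, *Cobl* and *Tuba4a*, had ratios of opposite sign in the 2 crosses. At an unadjusted p under 0.05 there were 259 genes (6.39%). *Cobl* (ENSMUSG00000020173) lies on chromosome 11 of GRCm38 from 12236608 to 12464960. In CC019 x CC037 F1s, its CC019 allele was at 16.0 ± 7.84 CPM and its CC037 allele at 13.6 ± 6.46 CPM (SD, n = 6), an allelic log2 ratio of 0.22 ± 0.065. In CC037 x CC019 F1s, the alleles were at 8.89 ± 1.35 and 13.6 ± 2.65 CPM (SD, n = 8), a log2 ratio of −0.60 ± 0.34. Both alleles had at least 245 counts in every F1. The ratio differed between the crosses by −0.82 (standard error 0.14, adjusted p = 0.0327 from edgeR's quasi-likelihood test), and no mouse of one cross overlapped the other. In 10 of the 14 fits that each left out 1 F1, this difference no longer passed the threshold, and it stayed between −0.89 and −0.75. The alternatives moved the count of genes to 6 with DESeq2 in place of edgeR, 5 with an 80% allele filter and 0 with an exact Wilcoxon test on allelic CPM. In that test *Sgce*, *Cobl* and *Tuba4a* had the smallest exact p that these mice allow, 6.7e-04, which 13 of 4120 genes shared. Its adjusted p of 0.211 would pass only with 55 genes at that p, so the 0 does not speak against these genes.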

Our analysis also revealed parent-of-origin-specific expression in two genes associated with these parent-of-origin-specific DMRs via promoter or enhancer overlap or genomic proximity, including the known imprinted gene *Sgce* (Fig. 7 and Supplementary Tables 4 and 5). However, another well-documented imprinted gene, *Slc38a4*, did not exhibit parent-of-origin-specific expression (Supplementary Fig. 28) despite clear parent-of-origin-specific methylation over its promoter (Fig. 7b). This finding, previously reported in adult mouse liver^39^, indicates that methylation over an ICR, while necessary to establish imprinting of certain genes, may be insufficient to cause parent-of-origin-specific expression in all cases. This suggests that additional regulatory mechanisms are involved in imprinting.

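*Slc38a4* (ENSMUSG00000022464) lies on chromosome 15 of GRCm38 from 96994820 to 97055956. In CC019 x CC037 F1s, its CC019 and CC037 alleles were at 517 ± 108 and 526.3 ± 107 CPM (SD, n = 6), a log2 ratio of −0.03 ± 0.04. In CC037 x CC019 F1s they were at 445 ± 47.8 and 480 ± 38.7 CPM (SD, n = 8), a log2 ratio of −0.11 ± 0.05. Each allele had at least 11553 counts in every F1. The ratio differed between the crosses by −0.08 (standard error 0.03, adjusted p = 0.529 from edgeR's quasi-likelihood test). Without any single F1 the difference stayed between −0.10 and −0.07. From expression of both alleles beside parent-of-origin-specific methylation of the promoter, the paper reasons that such methylation may not be enough for parent-of-origin-specific expression in all cases and proposes that other mechanisms take part.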

### Sex-specific DNA methylation (pattern 12)

We also identified 305 autosomal regions exhibiting sex-specific methylation patterns (Figs. 2 and 8a,b, Supplementary Fig. 14, and Supplementary Tables 2 and 3). Notably, methylation differences in all but one region (304; 99.7%) show female hypermethylation relative to males. All 305 sex-specific patterns were detected in the liver, whereas none were observed in muscle. Sex-specific DNA methylation and gene expression patterns in the liver have been reported in both humans^40,41^ and mice^42^ and, as such, were expected to be less abundant in muscle.

**Fig. 8:**
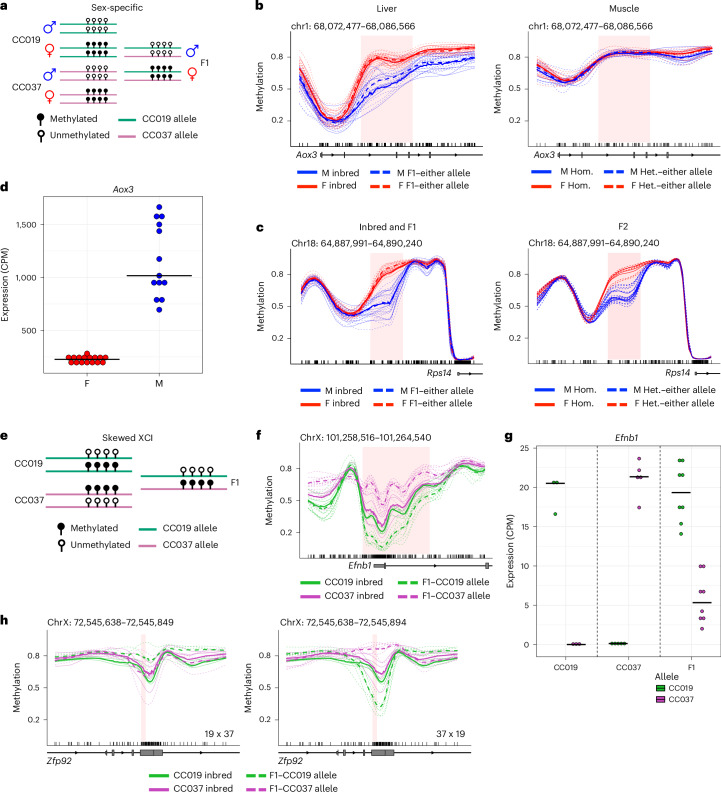
Sex-specific DNA methylation and X-chromosomal epigenetic inheritance patterns. **a**, Generic representation of sex-specific methylation in male and female inbred samples and F1 crosses. **b**, Sex-specific methylation pattern found exclusively within the liver identified over *Aox3*, shown in both the liver (left) and muscle (right). **c**, Sex-specific DMR identified in the liver upstream of *Rps14*, shown for inbred and F1 samples (left) and F2 samples (right). **d**, Total expression of *Aox3* in the liver, split by sex, exhibiting a sex-specific expression pattern and overlapping the sex-specific methylation pattern shown in **b**. Expression was analyzed in 16 female and 13 male mice. **e**, Generic representation of methylation in the context of skewed XCI in inbred CC019 and CC037 samples and their F1 crosses. **f**, Skewed XCI methylation pattern identified in the liver over the promoter of *Efnb1*. **g**, Allele-specific expression of *Efnb1* in the liver, exhibiting skewed XCI and overlapping the skewed XCI methylation pattern shown in **b**. Expression was analyzed in 6 CC019 inbred, 9 CC037 inbred and 14 F1 mice. For the inbred samples (CC019 and CC037), the expression levels of the absent alleles are provided as technical controls confirming accurate allelic assignment. **h**, New parent-of-origin-specific methylation pattern identified in the liver over *Zfp92*. Inbred samples are shown on both plots and F1 samples have been split by cross direction, CC019 x CC037 (left) and CC037 x CC019 (right). For the methylation plots shown in **b**, **c**, **f** and **h**, bold lines represent coverage-weighted mean methylation of the respective group and CpG sites included in the final analysis are denoted by tick marks on the *x* axis. M, male; F, female.

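*Aox3* (ENSMUSG00000064294) lies on chromosome 1 of GRCm38 from 58113130 to 58200698. Its total expression was 1160 ± 346 CPM (SD, n = 13) in males and 223 ± 29.2 CPM (SD, n = 16) in females, a log2 fold change of −2.45 for females over males (standard error 0.13, adjusted p = 8.5e-15 from edgeR's quasi-likelihood test over 13185 genes). The value moved most when F1s alone were tested, to −2.61, and was −2.31 in the inbreds alone. With the female that the paper set aside, it was −2.43. The strain difference in the inbreds differed between the sexes by −0.80 on the log2 scale (standard error 0.21, adjusted p = 0.0187). In males, the level was 1318 ± 263 CPM in CC019 (SD, n = 3) and 800.1 ± 97.4 CPM in CC037 (SD, n = 4), and in females 231 ± 32.5 CPM (SD, n = 3) and 213 ± 30.8 CPM (SD, n = 5).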

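*Efnb1* (ENSMUSG00000031217) lies on the X chromosome of GRCm38 from 99136130 to 99148991, and its alleles were compared in females. Total expression was 19.3 ± 2.35 CPM in CC019 (SD, n = 3) and 21.3 ± 2.36 CPM in CC037 (SD, n = 5) inbred females, a log2 fold change of −0.17 (standard error 0.11, adjusted p = 0.342). In the 8 F1 females of the paper's set, the CC019 allele was at 19.3 ± 3.67 CPM and the CC037 allele at 5.79 ± 3.06 CPM, with at least 57.5 counts on the CC037 allele in each. The allelic log2 ratio was 1.87 (standard error 0.33, adjusted p = 0.0014, from edgeR's quasi-likelihood test within mice) and was positive in 8 of 8 females, from 0.53 to 3.54. With the female that has a single X chromosome included, it was 2.21.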

To validate the sex specificity of these methylation patterns, we examined 20 candidate regions in the F2 generation. Sex-specific methylation is established in a manner independent of the identity of local and distal autosomal genetic variants, although an effect of X-dosage or Y chromosome cannot be ruled out. As anticipated, all 20 regions exhibited methylation patterns that segregated by sex in the F2s (Fig. 8c and Supplementary Data 1), confirming a sex-dependent regulatory mechanism.

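Of the 233 genes that the study lists for this class, 232 were expressed and tested for a difference in total expression between 16 females and 13 males. In edgeR's quasi-likelihood test over all 13185 expressed genes, 215 differed, and adjusted over the list alone 231 did, which is not independent evidence because the study chose the list on these samples. The median absolute log2 fold change was 0.39 (quartiles 0.25 and 0.77) with a median standard error of 0.09. The count moved most when the inbreds or the F1s were tested alone, to 142 and 130 genes. Adding the strain or cross as covariate gave 224. Over all expressed genes, 4126 differed between the sexes, 2096 of them higher in males (50.8%) and 2030 higher in females. With the female that has a single X chromosome included, 221 listed genes differed.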

Our analysis also identified 233 genes associated with these sex-specific DMRs that exhibit concordant sex-biased gene expression (Fig. 8d and Supplementary Tables 4 and 5). 

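Of the 215 listed genes that differed, 170 were higher in males (79.1%) and 45 in females. Among listed genes whose sexes did not overlap, those highest in males over females were *Elovl3*, *Susd4* and *Cyp7b1*, and those highest in females over males were *Rcan2*, *Car2* and *Gpx7*. *Elovl3* (ENSMUSG00000038754, chromosome 19 from 46131897 to 46135694) was at 322 ± 247 CPM in males and 3.99 ± 2.08 CPM in females, a log2 fold change of −6.41 for females over males (standard error 0.45, adjusted p = 3.3e-12 from edgeR's quasi-likelihood test). *Susd4* (ENSMUSG00000038576) was at 28.3 ± 9.97 and 0.576 ± 0.637 CPM, with a log2 fold change of −5.66. *Cyp7b1* (ENSMUSG00000039519, chromosome 3 from 18071950 to 18243338) was at 460.1 ± 380.0 CPM in males and 40.4 ± 18.1 CPM in females, with a log2 fold change of −3.62, and varied between males by strain, with 1074 ± 85.6 CPM in CC019 (SD, n = 3) and 172 ± 44.0 CPM in CC037 (SD, n = 4). *Rcan2* (ENSMUSG00000039601, chromosome 17 from 43801351 to 44039516) was at 20.1 ± 8.73 CPM in females and 2.16 ± 0.959 CPM in males, a log2 fold change of 3.17 (standard error 0.26, adjusted p = 9.3e-11). *Car2* (ENSMUSG00000027562) and *Gpx7* (ENSMUSG00000028597) had log2 fold changes of 1.87 and 1.70.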

Notably, 182 genes (78.1%) showed higher expression in males, consistent with the observed methylation patterns.

### X-chromosomal epigenetic inheritance patterns

DMR finding was performed separately for the autosomes and the X chromosome. Due to expected differences between the male and female X-chromosomal methylation patterns resulting from X chromosome inactivation (XCI), two separate analyses were performed for the X chromosome—one using only female samples and the other using only the maternal alleles of male samples. XCI is a dosage compensation mechanism in which females inactivate one copy of the X chromosome in each cell. In mice, XCI has been shown to have a genetic contribution that maps to a region (QTL) on the X chromosome, within which local genetics contribute to the determination of which parental copy of the X chromosome is inactivated^43,44^. This can lead to skewed XCI, in which one X-chromosomal allele is preferentially inactivated and, thus, more highly methylated than the other allele (Fig. 8e).

For both liver and muscle, we identified few DMRs on the maternal alleles of the male samples (Supplementary Figs. 15–18 and Supplementary Tables 6 and 7), whereas we found many DMRs in the female samples, the majority of which were categorized as skewed XCI (Supplementary Figs. 19–24 and Supplementary Tables 8 and 9). Of the 218 and 226 regions indicating skewed XCI in liver and muscle, respectively, 209 (95.9% and 92.5% for liver and muscle) exhibit hypermethylation of the CC037 allele relative to CC019 (Fig. 8f, Supplementary Figs. 22 and 23, and Supplementary Tables 8 and 9). This indicates skewing of XCI toward the CC037 allele in crosses of these strains, consistent with the expected preferential inactivation of the CC037 allele relative to the CC019 allele.

This pattern of skewed XCI is evident in the read-level methylation data, in which the CC037 allele of female F1 samples typically exhibits a much higher proportion of the inactive methylation pattern (hypermethylated) than the CC019 allele (Extended Data Fig. 8). Additionally, we observe hypermethylation of the active CC019 allele over *Xist* and its antisense RNA *Tsix* (Extended Data Fig. 9), key regulators of XCI known to be expressed exclusively from the inactive X chromosome^45^. Expression analysis of genes associated with these DMRs revealed that all 40 genes showing expression patterns consistent with skewed XCI exhibit higher expression from the CC019 allele, further supporting the preferential inactivation of the CC037 X-chromosomal allele (Fig. 8g and Supplementary Tables 4 and 5).

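The filters and tests were repeated in females, where 13234 genes were expressed and 4454 analyzable, 74 of these X-linked. Of the 40 listed genes, 38 showed allelic imbalance in the 8 F1 females and no strain difference in the 8 inbred females, all with the CC019 allele higher. *Plxna3* and *Chst7* missed, with adjusted p of 0.0706 and 0.0524 for the allelic ratio from edgeR's quasi-likelihood test. Adjusted over the list alone, 40 met the rule, which is not independent evidence because the study chose the list on these samples. The allelic log2 ratio of the listed genes ranged from 1.40 to 4.17, with a median of 1.88. *Elk1* (ENSMUSG00000009406, chromosome X from 20933395 to 20950608) had the highest ratio among genes whose paired alleles did not overlap, with 5.67 ± 0.852 CPM from the CC019 and 0.419 ± 0.467 CPM from the CC037 allele (SD, n = 8). *Arhgap4* (ENSMUSG00000031389) and *Il2rg* (ENSMUSG00000031304) followed with 3.61 and 3.06. A 95% allele filter moved the count most, to 31 genes. Over the 74 analyzable X-linked genes, 73 had a higher CC019 allele, 67 of them past the threshold, and none a higher CC037 allele past it. Their median log2 ratio per female was 1.93 ± 1.12 (SD, n = 8) and lay between 0.59 and 3.80 (exact two-sided sign-flip permutation test, p = 0.00781, the smallest that 8 females allow). It was 2.03 ± 1.63 in CC019 x CC037 (n = 3) and 1.86 ± 0.93 in CC037 x CC019 F1 females (n = 5), which did not differ (exact permutation test, p = 0.839). *Xist* (ENSMUSG00000086503), which was at 51.6 ± 25.2 CPM from the CC019 and 458 ± 50.9 CPM from the CC037 allele (SD, n = 8), had a log2 ratio of −3.33 ± 0.98. It missed the allele filter of 90%. Across the 8 females, the *Xist* ratio fell as the X-linked median rose (Pearson's r = −0.9965, exact permutation p = 7.4e-05; Spearman's rho = −0.976, exact permutation p = 3.97e-04), and r was −0.9925 without the 2 females farthest from the median. This was the only relation of its kind computed, and each cross holds too few females for a value of its own. In the paper, this direction stands beside the hypermethylation of the CC037 allele over X-linked regions.

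**Figure D3:**
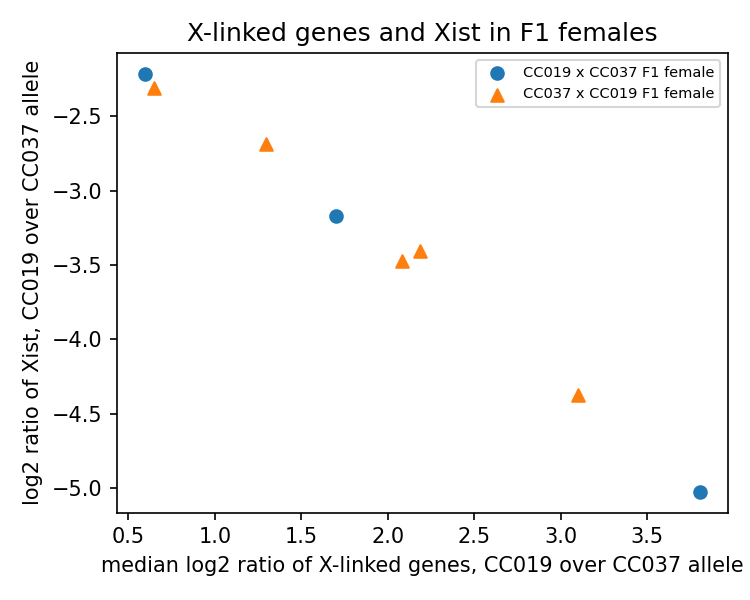
Median log2 ratio of the CC019 over the CC037 allele across 74 X-linked genes (x axis) against the log2 ratio of *Xist* (y axis) for the 8 F1 females of the paper's set. Circles are CC019 x CC037 and triangles CC037 x CC019 F1 females.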

Our analysis also identified a previously unreported region with parent-of-origin-specific methylation on the X chromosome in female liver samples. This region overlaps a CpG island within the gene *Zfp92* (Fig. 8h and Supplementary Figs. 24 and 26), which is involved in the suppression of TEs^30^ and implicated in X-linked intellectual disability^46,47^ and nonobstructive azoospermia^48^. Analyses of disorders including Turner syndrome and autism spectrum disorder have suggested the existence of an imprinted locus on the X chromosome affecting cognitive function^49,50^, although such a locus has not previously been identified. Furthermore, while not statistically significant, we also observe parent-of-origin-specific methylation in this region within female muscle samples (Supplementary Fig. 27).

## Discussion

Here we show that the intergenerational inheritance of DNA methylation patterns exhibits extensive complexity beyond what is currently recognized in mammals. While our analysis identified these DNA methylation patterns via a comparison of only two mouse strains, they are observed genome-wide in the crosses of two recombinant-inbred CC strains, which are themselves mosaics of eight distinct founder strains. As such, these patterns are not limited to alleles of a specific pair of strains. Additionally, there are likely additional loci in the mouse genome that exhibit these complex epigenetic inheritance patterns but could not be discovered using the allele combinations of only two CC strains. Additionally, despite pairs of CC strains having a smaller fraction of IBD genome than classical laboratory strains^51,52^, we were unable to phase methylation across almost one-third of the genome, which likely contains additional loci exhibiting these complex inheritance patterns. Moreover, the present study analyzed these epigenetic inheritance patterns in two tissues and under stable environmental conditions; consideration of additional tissues and environments is likely to increase the abundance of these complex inheritance patterns.

Notably, each of the regions we identified as exhibiting intergenerational paramutation has associations with TEs of the IAP family, with two of the three regions directly overlapping IAP elements. This suggests that the methylation-based repression of these IAPs may be mechanistically linked with the observed paramutation events. IAPs, the subclass of ERV associated with the *agouti* locus^19^, are subject to complex epigenetic regulation. DNA methylation of IAP elements can be influenced not only by genetic effects but also by parent-of-origin and environmental exposures^18^. Previous studies have further identified an IAP under the regulation of a polymorphic cluster of dominant *trans*-acting KRAB zinc finger proteins^53^. Furthermore, IAPs can be protected from the genome-wide demethylation events that occur during gametogenesis and embryogenesis^54^. Here we present the examples of IAPs associated with paramutation in naturally occurring mammalian genomes, a form of non-Mendelian epigenetic inheritance observed across generations previously reported in engineered and transgenic mice.

Similar allele-specific epigenomic studies conducted in human families and populations will help clarify the conservation of these epigenetic inheritance patterns across species as well as their impact on phenotypes and disorders. To date, a comprehensive analysis of epigenetic inheritance in humans has not been performed, largely due to difficulties controlling confounding factors such as environmental exposures and age, as well as the greater genetic variation in human populations compared with model organisms. Additionally, the combination of our allele-specific analysis with phenotypic measurements may improve our understanding of the link among genetics, epigenetics and phenotype. The use of allele-specific expression and DNA methylation has long been recognized as promising by us and others^55–57^, but it has not been clear how to perform this type of analysis at the genome scale. As we have now shown that epigenetic variants can be comprehensively phased across the genome, this study opens the door to allele-specific epigenome-wide association studies, in which phased allele-specific DNA methylation patterns are associated with a phenotype or disorder of interest. This method could identify new phenotype-associated genes missed by traditional genome-wide and epigenome-wide association studies (Supplementary Fig. 29), which independently consider only genetic or epigenetic trait associations, respectively.

Finally, the large number of non-Mendelian epigenetic inheritance patterns identified here has potentially important implications in evolution. In particular, emergent epigenetic inheritance patterns can generate diversity in the absence of mutation and may contribute to phenomena such as hybrid vigor and hybrid dysgenesis, as well as the emergence of other new traits within hybrid strains. Furthermore, these emergent epigenetic inheritance patterns may provide a mechanism supporting genetic assimilation—a key hypothesis proposed by Waddington, not yet substantiated—in which the environment introduces an epigenetic perturbation that eventually becomes genetically fixed, providing a survival advantage. Notably, 42 of the 54 autosomal emergent epigenetic inheritance patterns (78%) exhibited de novo methylation in at least one F1 allele. As methylated cytosines are mutagenic to C → T transitions, with mutation rates up to threefold higher than unmethylated bases^58^, the ‘genetic fixation’ aspect of Waddington’s hypothesis might involve the acquisition of mutated bases at alleles acquiring this de novo methylation, thereby preventing reversion to the original phenotype. This model is particularly intriguing in the context of IAPs associated with some non-Mendelian epigenetic inheritance patterns, as IAPs are a known source of new mutations in the mouse genome^59^ and their transposition is modulated by their epigenetic state^60^.

## Methods

### Experimental procedures

All experiments were performed in accordance with and approved by the Texas A&M University Institutional Animal Care and Use Committee (protocol 2022-0273).

#### Animal, housing and genotyping

Collaborative Cross^61^ lines CC019/TauUnc and CC037/TauUnc were sourced from the Systems Genetics Core Facility at the University of North Carolina at Chapel Hill and underwent breeding and maintenance at Texas A&M University. F1 mice were generated by crossing CC019/TauUnc females with CC037/TauUnc males (CC019 x CC037) and CC037/TauUnc females with CC019/TauUnc males (CC037 x CC019). The F1 mice were subsequently intercrossed to produce three distinct F2 populations—((CC019 x CC037) x (CC019 x CC037)), ((CC019 x CC037) x (CC037 x CC019)) and ((CC037 x CC019) x (CC037 x CC019)). For details, see Supplementary Methods. Genotyping was performed using the MiniMUGA genotyping array (Neogen)^62^.

From the 58 genotyped F2 mice, we selected a subset of 19 samples for targeted ONT sequencing which satisfied two conditions as follows: (1) for each of the targeted candidate dominant *trans*-acting meQTL/transvection/paramutation regions, there were at least five heterozygous samples and three homozygous samples for each parental allele, CC019 and CC037, as determined by the SNPs immediately flanking each region; and (2) for each region in the genome, there was at least one sample homozygous for each parental strain (Extended Data Fig. 5a,b). The second condition ensured that, for each genomic region, we sequenced at least one F2 homozygous for CC019 and at least one F2 homozygous for CC037. This allows us to distinguish paramutation from dominant *trans*-acting meQTLs in the F2 generation. To perform this selection, we filtered the 11,125 SNPs on the MiniMUGA genotyping array to include only those that could be mapped to the intermediate genome, were successfully genotyped across all 19 selected F2s and were homozygous and divergent between the CC019 and CC037 parental strains. Three additional SNPs were removed upon manual inspection, resulting in 2,455 SNPs for analysis.

ONT sequencing was performed on liver DNA from 6 CC019 inbred samples (3 males and 3 females), 9 CC037 inbred samples (4 males and 5 females), 9 CC019 x CC037 F1 crosses (4 males and 5 females), 13 CC037 x CC019 F1 crosses (6 males and 7 females) and 19 F2 crosses (12 males and 7 females), as well as muscle DNA from 5 CC019 inbred samples (2 males and 3 females), 6 CC037 inbred samples (3 males and 3 females), 6 CC019 x CC037 F1 crosses (3 males and 3 females) and 6 CC037 x CC019 F1 crosses (3 males and 3 females). 

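In the liver RNA of CC019 x CC037 F1 female 5, the median log2 ratio of the CC019 over the CC037 allele across the 74 analyzable X-linked genes was 8.07. In the other F1 females it was at most 3.80. *Xist* was at 0.131 CPM, against 335 to 1514 CPM in the 16 other females and at most 0.423 CPM in males. This mouse was taken to be the excluded one because it is the only CC019 x CC037 female with RNA that the paper's sample table omits from the liver samples. Its library held 30501185 expected counts.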

One female CC019 x CC037 F1 liver sample was removed from subsequent methylation and expression analyses as phasing of the X chromosome revealed only one parental allele, indicating monosomy of the X chromosome (X0). Liver and muscle were chosen due to their relatively high degree of cellular homogeneity, with hepatocytes representing ~60% of the cells and ~80% of the total mass of the liver^63^ and type I and II myofibers accounting for ~70% of the nuclei in the muscle^64^.

Matched RNA-seq was performed on liver RNA from six CC019 inbred (three males and three females), nine CC037 inbred (four males and five females), nine CC019 x CC037 F1 crosses (four males and five females) and nine CC037 x CC019 F1 crosses (four males and five females). Three additional samples were removed from subsequent expression analysis—one male CC019 x CC037 was removed due to incorrect sequencing read depth (~360 million compared to 50 million targeted), one female CC019 x CC037 F1 sample was removed as an outlier (total expression >3 s.d. from the mean in 6,927/12,894 expressed genes) and one male CC037 x CC019 F1 sample was removed due to poor mapping (68.8%) to the diploid transcriptome.

#### High-molecular-weight DNA extraction

This was performed using ~20 mg of flash-frozen median liver lobe with the Nanobind Tissue Kit (PacBio, SKU 102-302-100) and ~35 mg of flash-frozen right femoral muscle using the Nanobind PanDNA Kit (PacBio, SKU 103-260-000). Homogenization was performed using the TissueRuptor II (Qiagen, 9002755) at maximum speed for 10 s.

#### DNA library preparation and ONT sequencing

Whole-genome ONT sequencing of the liver samples was performed in two batches. For batch 1 of the liver samples, 2 μg of high molecular weight (HMW) DNA diluted to 70 μl with nuclease-free water was sheared to ~10 kb using the Megaruptor 2 (Diagenode, B06010002) with an additional AMPure XP (Beckman Coulter, A63881) cleanup. Samples were eluted into a final volume of 50 μl of nuclease-free water. All remaining DNA after shearing, cleanup and quantification was used as input for library preparation. Libraries were prepared using the SQK-LSK109 ligation sequencing kit (ONT).

For batch 2 of the liver samples, 3.25 μg of HMW DNA at a concentration of 50 ng μl^−1^ was sheared using the Megaruptor 3 (Diagenode, B06010003) at speed 29, resulting in N50s in the range of 20–30 kb. All remaining DNA after shearing and quantification was used as input for library preparation using the SQK-LSK110 ligation sequencing kit (ONT) with the following changes which improve the recovery of long reads: SPRIselect beads (Beckman Coulter, B23318) instead of AMPure XP beads; the duration of all incubation and elution steps performed at room temperature or 37 °C were tripled; during DNA repair and end-prep, thermocycler incubation was performed at 20 °C for 10 min and then 65 °C for 10 min; and LFB was used during adapter ligation and cleanup.

For muscle samples, library preparation and sequencing were performed following the same protocol as batch 2 of the liver samples, with the following changes: libraries were prepared using the SQK-LSK114 ligation sequencing kit (ONT) with the same long-read recovery adjustments as in batch 2 of the liver samples, ONT sequencing was performed using R10.4.1 flow cells, and flow cell priming and reloading were performed using the Flow Cell Priming Kit V14 (EXP-FLP004) and Sequencing Auxiliary Vials V14 (EXP-AUX003).

Details of ONT sequencing are provided in Supplementary Methods. As liver ONT sequencing was performed in two distinct batches, a check for potential batch-specific DMRs was performed (described below). The median coverage across both alleles for the whole-genome ONT sequencing of the inbred and F1 generations was 24× (range = 8× to 41×), while the median coverage across both alleles over the target regions in the F2 generation was 68× (range = 56× to 94×). Details of targeted ONT sequencing of the F2 samples are provided in Supplementary Methods.

RNA extraction, library preparation and sequencing are described in Supplementary Methods.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. One expression sample was excluded due to low coverage; the remaining samples passed quality control. Experiments were not randomized. Investigators were not blinded to allocation during experiments and outcome assessment.

### Computational procedures

#### Overall summary of methylation processing and analysis

To process and analyze our sequencing data, we developed a computational pipeline optimized for phasing and characterization of allele-specific methylation in genetically divergent mouse strains (Extended Data Fig. 1). Interstrain analyses of sequencing data can be severely hampered by strain and reference biases^22^. We therefore performed alignment and phasing relative to strain-specific genomes and extracted only consensus phasing decisions that are consistent irrespective of the chosen reference genome. Methylation data were then mapped to a pseudohybrid intermediate genome that incorporates genetic variation from both the CC019 and CC037 genomes, for subsequent analysis. The use of the intermediate genome mitigates bias arising from the choice of a single reference genome while maintaining strain-specific methylation information, which has been shown to increase statistical power in interstrain comparisons of DNA methylation in isogenic mouse models^22^.

Briefly, ONT sequencing data for all samples were aligned and phased against both the CC019 and CC037 genomes and only consensus phasing decisions, reads for which the allelic assignment was consistent independent of the reference genome, were used. Allele-specific methylation information was extracted from these reads and converted into a common coordinate system for analysis. DMR finding was run using data from the inbred and F1 generations to identify genomic regions in which DNA methylation exhibits at least 1 of the 12 intergenerational epigenetic inheritance patterns analyzed here. DMR finding was performed separately for liver and muscle, and separately within each tissue for the autosomes, X chromosomes in female samples and maternal X-chromosomal alleles in male samples. After identifying this set of genome-wide significant DMRs, the DMRs were filtered for quality control and post hoc categorized to best match them to an inheritance pattern using methylation differences between the relevant groups. A subset of these DMRs was targeted for sequencing in the F2 generation to further validate and determine the effects of *cis-*acting and *trans*-acting genetic variants on these methylation patterns.

#### ONT sequencing processing

As ONT sequencing of the liver and muscle samples was performed using different versions of flow cells and library kits, the data were processed using different pipelines. Liver samples, sequenced on R9.4.1 flow cells using the LSK109/LSK110 ligation sequencing kits, were basecalled with Guppy and methylation was called using Nanopolish. Canonical and modified basecalling for muscle samples, sequenced on R10.4.1 flow cells, was performed using Dorado and methylation information was subsequently extracted using modkit. The use of multiple techniques for basecalling and methylation calling across these tissues allows for a limited degree of validation that the identified patterns do not arise due to technical artifacts introduced by these processes. Furthermore, methylation calling (liver) and methylation extraction (muscle) were performed using the reference genome of the strain/allele being considered.

#### Collaborative Cross Graphical Genome

Genome sequence and anchor information for CC019 and CC037 were extracted from the Collaborative Cross Graphical Genome^65^ (v2.0) using its API.

#### Intermediate genome and coordinate conversion

The use of multiple strain-specific reference genomes necessitates mapping of genomic feature coordinates across genomes. Furthermore, the ability to map coordinates from mm10 to our strain-specific reference genomes is crucial to handling annotations. To further minimize the introduction of reference bias into our data, we performed all methylation analyses in a pseudohybrid intermediate genome created from the CC019 and CC037 reference genomes, rather than picking one of these two genomes as a basis for the analysis. This intermediate genome was created by constructing the maximal-length sequences from the alignment between CC019 and CC037 for each edge. This intermediate genome includes all CC019-specific and CC037-specific insertions represented and any coordinate that exists in either strain-specific genome necessarily exists in the intermediate genome. To do this, we developed a suite of custom tools for the creation of the pseudohybrid intermediate genome and for mapping between the coordinate systems.

#### Identification of IBD regions

IBD regions between CC019 and CC037 were defined as those that cannot be phased using 25 kb reads. Within the CC019 and CC037 genomes, there are 19,258,931 and 19,417,691 CpGs, respectively. Of these, 17,911,438 and 17,969,433 can be mapped into the intermediate genome and 4,773,219 and 4,778,508 overlap IBD regions. Additionally, of the 16,966,618 common CpGs that can be mapped to the intermediate genome, 4,718,665 (27.8%) overlap IBD regions, leaving 11,873,848 autosomal and 374,105 X-chromosomal common, non-IBD CpGs that can be mapped to the intermediate genome.

#### DNA methylation analysis

For the inbred and F1 liver dataset, a single female CC019 x CC037 F1 sample was removed from subsequent methylation and expression analyses as phased ONT reads of the X chromosome were assigned to only one allele and the coverage ratio of the X chromosome to the autosomes was roughly half that of other female samples, indicating that this sample was X0 and thus only contains one copy of the X chromosome. This phenomenon has been reported in inbred mice^66^.

Methylation data were processed in R (v4.3.1) using the ‘bsseq’^67^ package (v1.38.0). Methylation values were smoothed using the BSmooth function from ‘bsseq’. This function smooths methylation data for each sample individually to decrease methylation variance and facilitate the identification of DMRs, which are more commonly associated with functionally relevant methylation changes than single-CpG differences^67^. Furthermore, methylation smoothing allows for a better tradeoff between coverage and sample size^68^.

Smoothed methylation data were subsequently subset into three groups—autosomal, X chromosome female samples and X chromosome maternal allele of male samples, as proper analysis of the X chromosome necessitates a more in-depth consideration of sex imbalance due to XCI and because male samples only have maternal X chromosomes. Within each of these groups, the BS objects were subset to include only those CpGs that are covered in at least 75% of the CC019 inbred samples and CC019 phased F1 alleles, as well as in at least 75% of the CC037 inbred samples and CC037 phased F1 alleles. This effectively removes strain-specific CpGs from the analysis, although the methylation values of strain-specific CpGs have been used to impute methylation values over strain-agnostic CpGs during smoothing.

The following number of CpGs were analyzed for each of the conditions: liver autosomal, 11,501,000; muscle autosomal, 11,903,947; liver X chromosome female, 341,941; muscle X chromosome female, 352457; liver X chromosome male maternal allele, 324,311 and muscle X chromosome male maternal allele, 346,487.

DMR finding was performed using an F-statistic test, which allows a genome-wide search for multiple distinct DNA methylation patterns using a single test. This identifies genomic regions in which one or more of these contrasts is different from zero while controlling the family-wise error rate. Following the identification of DMRs, we do post hoc categorization, described below. We considered 13 different contrasts (Supplementary Methods).

We performed a genome-wide search using a single F-statistic on the autosomes, which simultaneously tests for these 13 contrasts. We supplemented this search with an additional search across the X chromosome for female samples (excluding one contrast) and an additional search across the X chromosome for the maternal allele of male samples (excluding five contrasts). Briefly, our approach identifies DMRs passing the *F*-statistic cutoff and then performs permutation testing to adjust for multiple testing and control the family-wise error rate.

The three lists of output DMRs and smoothed BS objects were used to calculate smoothed methylation differences between groups defined in the contrast matrices used for testing, as well as in eight additional contrasts. These groupwise methylation differences were used to assign each statistically significant DMR to a category. The defined categories are mutually exclusive and, as such, each DMR is assigned to only one. However, because these methylation patterns do not necessarily function independently of one another, additional categories were defined that exhibit characteristics of multiple inheritance patterns, as well as one for those DMRs that cannot be clearly categorized. DMRs assigned to these additional categories were not considered in subsequent analyses. After categorization, a final filter step was implemented to ensure that sufficient raw methylation differences were present over identified DMRs.

Whole-genome ONT sequencing of the inbred and F1 liver samples was completed in two batches with differing library preparation kits (batch 1, LSK109; batch 2, LSK110) and target read lengths (batch 1, 10 kb; batch 2, 20–30 kb), factors which may influence alignment, phasing and base and methylation calling. Although each batch includes inbred samples from each strain as well as heterozygous F1 crosses, ensuring that none of the autosomal methylation comparisons are fully confounded by batch, we searched our autosomal DMRs to identify regions that may still be influenced by batch effects. Those DMRs for which the relevant methylation difference without the inclusion of the batch 1 samples is less than half of the relevant methylation difference with all samples included are noted as potentially influenced by sequencing batch. Of the 6,970 autosomal DMRs identified in the liver, only 29 (0.4%) fall into this category (Supplementary Table 2). This additional check was not performed for the X chromosome analyses as all male inbred CC019 samples originated from batch 1.

#### Analysis of methylation over the *Vps37c* and *Capn11* IAPs

Analysis of methylation over each of these CC037-specific IAPs requires additional reprocessing, as the *Vps37c* IAP is not present in the CC037 reference genome and coordinates within the *Capn11* IAP—although present within the CC037 reference genome—cannot be mapped into the intermediate genome, as they reside within an edge that is longer than 3 kb. Additionally, due to the high degree of sequence similarity among these IAPs, MiniMap2 assigns the sections of these reads that directly overlap the IAPs missing from the reference genome as supplementary alignments and incorrectly places them over an IAP that is present within the reference genome, in this case, the *Capn11* IAP. Therefore, our analysis of these regions is customized to the challenges involved in each region and is detailed in Supplementary Methods.

#### RNA-seq preprocessing

RNA sequencing reads were processed using a modified version of the SEESAW pipeline^69^. One male CC037 x CC019 F1 sample exhibited poor mapping to the diploid transcriptome (68.8% mapping rate) and was removed from subsequent expression analysis.

#### Expression analysis

Allelic expression values were calculated using the ‘fishpond’^70^ package (v2.8.0). For each sample, allelic counts were converted to counts per million. For subsequent allelic analyses, an additional level of filtering was applied, using allelic counts from the inbred parental strains, to identify genes with accurate allelic assignments. For the analysis of XCI-associated genes, the above filtering steps were performed on female samples only. Owing largely to the limited number of transcribed polymorphisms between the two strains analyzed, we were able to analyze allele-specific expression for only 9.5% of genes in the genome.

To gauge the effect of batch on the RNA-seq data, principal component analysis plots showing the allele-specific expression of autosomal genes with correct allelic assignment and expression above the aforementioned cutoff for the six inbred samples which were included in both RNA-seq batches, split by both batch and allele, are shown in Supplementary Fig. 30. Clear clustering of these samples by sample and allele, rather than batch, suggests that any batch effect is smaller than the biological differences between samples of different strains.

The allelic counts of the filtered genes, using only inbred samples from a single batch, were analyzed with the ‘swish’ function from the ‘fishpond’ package using one of two methods as follows: (1) the default global allelic imbalance analysis or (2) a differential allelic imbalance analysis. 

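Each of the 29 libraries that the paper kept was compared with the others of its sex among the inbreds or among the F1s, on the log2 scale of CPM plus 0.5. The number of expressed genes beyond 3 SD from the mean of those others ran from 82 of 13185 in CC037 male 2 to 3352 in CC019 x CC037 male 3. The next were 1420 in CC019 x CC037 male 4 and 1338 in CC019 male 1. The library that the paper removed is not analysed here.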

One female CC019 x CC037 F1 sample had a total expression count per million >3 s.d. from the mean across 6,927 of 12,894 expressed genes and was therefore removed from subsequent expression analyses as an outlier.

#### Mouse Genome Informatics gene-disease associations

Gene-disease associations were extracted from the following Mouse Genome Informatics databases: Associations of Mouse Genes with DO Diseases and Mouse Models of Human Disease by Human Gene^71^. Associations are described in Supplementary Notes and Supplementary Tables 11 and 12.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-026-02604-z.

## Supplementary information

Supplementary Information Supplementary Methods, Notes 1 and 2, Discussion, Glossary, and Figs. 1–30.

Reporting Summary

Supplementary Tables 1–4 and 6–10 Supplementary Table 1: ONT sequencing information. Supplementary Table 2: Liver autosomal DMRs. Supplementary Table 3: Muscle autosomal DMRs; Supplementary Table 4: Liver gene expression summary. Supplementary Table 6: Liver chrX male DMR information. Supplementary Table 7: Muscle chrX male DMR information. Supplementary Table 8: Liver chrX female DMR information. Supplementary Table 9: Muscle chrX female DMR information. Supplementary Table 10: F2 target regions.

Supplementary Table 5 Liver gene expression.

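The table holds the gene lists behind the expression counts in the main text, one sheet per inheritance class. Of its genes, 699 of 700 in the cis sheet were matched to the deposited counts by symbol, as were 9 of 9 nondominant, 13 of 13 and 1 of 1 dominant, 19 of 19 biallelic dominant, 2 of 2 parent-of-origin-specific, 233 of 233 sex-specific and 40 of 40 skewed XCI genes. In the cis sheet, 3 symbols belong to more than 1 Ensembl identifier.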

Supplementary Table 11 Liver DMR-associated gene-phenotype relationships.

Supplementary Table 12 Muscle DMR-associated gene-phenotype relationships.

Supplementary Data 1 F2 candidate region methylation. Liver methylation from the F2 generation over the dominant *trans*-acting meQTL/transvection/paramutation DMRs, *cis*-acting meQTL DMRs, nondominant *trans*-acting meQTL DMRs, and sex-specific DMRs chosen for targeted analysis in the F2s. Bold lines represent coverage-weighted mean methylation of the respective group and CpG sites included in the final analysis are denoted by tick marks on the *x*-axis.

## Data Availability

All ONT and RNA-seq FASTQ files have been deposited in the NIH Sequence Read Archive (BioProject: PRJNA1107693). Methylation frequency files, Guppy sequencing summary files, Salmon quantification files and allele-specific gene counts have been deposited in the NCBI Gene Expression Omnibus with accession GSE266668. F2 genotyping data have been deposited in Zenodo and are available at 10.5281/zenodo.17148323 (ref. ^72^).

# Supplementary material for: Non-Mendelian inheritance of DNA methylation patterns in mice
**Source:** Nat Genet. 2026 May 20;58(6):1409–22. doi: 10.1038/s41588-026-02604-z
**Supplement:** Supplementary file 1 — Supplementary Methods, Notes 1 and 2, Discussion, Glossary, and Figs. 1–30.

# Non-Mendelian inheritance of DNA methylation patterns in mice

---

In the format provided by the  
authors and unedited

# Contents

## Supplementary Methods

The following represents the complete methods for the manuscript. Due to space constraints, the Online Methods are an abridged version of this material

### Experimental Procedures

All experiments were performed in accordance and approval by Texas A&M University Institution of Animal Care and Use Committee (IACUC 2022-0273).

#### Animal, housing, and genotyping

Collaborative Cross [1] lines CC019/TauUnc and CC037/TauUnc were sourced from the Systems Genetics Core Facility at the University of North Carolina at Chapel Hill and underwent breeding and maintenance at Texas A&M University. F1 mice were generated by crossing CC019/TauUnc females with CC037/TauUnc males (CC019 x CC037) and CC037/TauUnc females with CC019/TauUnc males (CC037 x CC019). The F1 mice were subsequently intercrossed to produce three distinct F2 populations: [(CC019 x CC037) x (CC019 x CC037)], [(CC019 x CC037) x (CC037 x CC019)], and [(CC037 x CC019) x (CC037 x CC019)]. These Collaborative Cross strains do not carry the agouti viable yellow (Avy) allele.

All mice, including parental lines, F1 progeny, and the F2 offspring, were housed at a temperature of  $22 \pm 2^\circ\text{C}$  under 12h light/12h dark cycle with unrestricted access to food and water, and were euthanized at approximately 4 months ( $\pm 1$  month) of age, with the exception of seven inbred mice from which muscle samples were sequenced which were euthanized at approximately 2.5 months of age. Liver biopsies were obtained from mice post-euthanasia and were used for genotyping the parental CC lines, F1, and F2 populations with the MiniMUGA genotyping array (Neogen, MI) [2]. Sex was assigned using morphological characteristics and confirmed by genotyping. The remaining liver tissue was flash-frozen in liquid nitrogen prior to processing for ONT and RNA sequencing (RNA-seq). Right femoral muscle was also collected from mice post-euthanasia, rinsed with 1x PBS, and flash-frozen in liquid nitrogen prior to processing for ONT sequencing.

From the 58 genotyped F2 mice, we selected a subset of 19 samples for targeted ONT sequencing which satisfied the following two conditions: (1) for each of the targeted candidate dominant trans-acting meQTL/transvection/paramutation regions, there were at least five heterozygous samples and three homozygous samples for each parental allele, CC019 and CC037, as determined by the SNPs immediately flanking each region; and (2) for each region in the genome, there was at least one sample homozygous for each parental strain (Extended Data Fig. 5a-b). The second condition ensured that, for each region in the genome, we sequenced at least one F2 which is homozygous CC019 and at least one F2 which is homozygous CC037. This allows us to distinguish paramutation from dominant trans-acting meQTLs in the F2 generation. To perform this selection, we filtered the 11,125 SNPs on the MiniMUGA genotyping array to include only those that could be mapped into the intermediate genome, were successfully genotyped in all 19 selected F2s, and were homozygous and divergent between the CC019 and CC037 parental strains. Three additional SNPs were removed upon manual inspection, resulting in 2,455 SNPs for analysis.

ONT sequencing was performed on liver DNA from 6 CC019 inbred samples (3 males and 3 females), 9 CC037 inbred samples (4 males and 5 females), 9 CC019xCC037 F1 crosses (4 males and 5 females), 13 CC037xCC019 F1 crosses (6 males and 7 females), and 19 F2 crosses (12 males and 7 females) as well as muscle DNA from 5 CC019 inbred samples (2 males and 3 females, 6 CC037

inbred samples (3 males and 3 females), 6 CC019xCC037 F1 crosses (3 males and 3 females), and 6 CC037xCC019 F1 crosses (3 males and 3 females). One female CC019xCC037 F1 liver sample was removed from subsequent methylation and expression analyses as phasing of the X chromosome revealed only one parental allele, indicating monosomy of the X chromosome (X0). Liver and muscle were chosen due to their relatively high degree of cellular homogeneity, with hepatocytes representing 60% of the cells and 80% of the total mass of the liver<sup>23</sup> and type I and II myofibers accounting for 70% of the nuclei in the muscle<sup>24</sup>.

Matched RNA-seq was performed on liver RNA from 6 CC019 inbred (3 males and 3 females), 9 CC037 inbred (4 males and 5 females), 9 CC019xCC037 F1 crosses (4 males and 5 females), and 9 CC037xCC019 F1 crosses (4 males and 5 females). Three additional samples were removed from subsequent expression analysis: one male CC019xCC037 was removed due to incorrect sequencing read depth (360M compared to 50M targeted), one female CC019xCC037 F1 sample was removed as an outlier (total expression of the outlier was more than 3 standard deviations away from the mean in 6,927/12,894 expressed genes), and one male CC037xCC019 F1 sample was removed due to poor mapping to the diploid transcriptome (68.8% mapping rate).

### **High molecular weight DNA extraction**

High molecular weight (HMW) DNA was extracted from 20mg of flash-frozen median liver lobe using the Nanobind Tissue Kit (PacBio SKU 102-302-100) and 35mg of flash-frozen right femoral muscle using the Nanobind PanDNA Kit (PacBio SKU 103-260-000) following to the manufacturer's instructions. Homogenization was performed using the TissueRuptor II (Qiagen Cat. 9002755) at maximum speed for 10s.

### **DNA library preparation and ONT sequencing**

Whole-genome ONT sequencing of the liver samples was performed in two batches. For batch 1 of the liver samples, 2 $\mu$ g of HMW DNA diluted to 70 $\mu$ L with nuclease-free water was sheared to  $\sim 10$ kb using the Megaruptor 2 (Diagenode Cat. B06010002) with an additional AMPure XP (Beckman Coulter Cat. A63881) cleanup. Samples were eluted into a final volume of 50 $\mu$ L of nuclease-free water. All remaining DNA after shearing, cleanup, and quantification was used as input for library preparation. Libraries were prepared using the SQK-LSK109 Ligation Sequencing Kit (ONT) following the manufacturer's instructions. ONT sequencing was performed using a PromethION 24 and R9.4.1 flow cells (ONT Cat. FLO-PRO002). Sequencing was run for 72 hours. Batch 1 contains samples from all relevant groups except the 19x37 F1 cross direction.

For batch 2 of the liver samples, 3.25 $\mu$ g of HMW DNA at a concentration of 50 ng/ $\mu$ L was sheared using the Megaruptor 3 (Diagenode Cat. B06010003) at speed 29 resulting in N50s in the range of 20-30kb. All remaining DNA after shearing and quantification was used as input for library preparation. Libraries were prepared using the SQK-LSK110 Ligation Sequencing Kit (ONT) following the manufacturer's instructions with the following changes which improve the recovery of long reads: SPRIselect beads (Beckman Coulter Cat. B23318) were used instead of AMPure XP beads; the duration of all incubation and elution steps performed at RT or 37°C were tripled; during DNA repair and end-prep, thermocycler incubation was performed at 20°C for 10 minutes and then 65°C for 10 minutes; and LFB was used during adapter ligation and clean-up. ONT sequencing was performed using a PromethION 24 and R9.4.1 flow cells. Sequencing was stopped manually at the end of the life of the flow cells, which were washed and reloaded once or twice depending on the amount of library prepared, flushing when 20% of total pores were remaining.

Flow cell washing, priming, and reloading were performed using the following kits: Flow Cell Wash Kit (EXP-WSH004), Flow Cell Priming Kit (EXP-FLP002), and Sequencing Auxiliary Vials (EXP-AUX002). To reach a coverage sufficient for a phased analysis of DNA methylation, ONT sequencing data for the same samples were pooled across different flow cells, where relevant (Supplementary Table 1). Samples within each sequencing run were randomized while ensuring an even distribution of each group. Additionally, as liver ONT sequencing was performed in two distinct batches with differing read lengths and ligation sequencing kit chemistries, a check for potential batch-specific DMRs was performed, as discussed in the DNA methylation analysis section of the Methods, below.

For the muscle samples, library preparation and sequencing were performed following the same protocol as batch 2 of the liver samples with the following changes: libraries were prepared using the SQK-LSK114 Ligation Sequencing Kit (ONT) following the manufacturer's instructions with the same long read recovery adjustments as used in batch 2 of the liver samples, ONT sequencing was performed using R10.4.1 flow cells, and flow cell priming and reloading were performed using the following kits: Flow Cell Priming Kit V14 (EXP-FLP004) and Sequencing Auxiliary Vials V14 (EXP-AUX003).

For the targeted ONT sequencing of the F2 samples, two BED files were created containing the chromosome, start, and end coordinates of each of the selected DMRs to be targeted, one in the CC019 reference coordinate system and the other in the CC037 reference coordinate system. Included in the target panel were three dominant trans-acting meQTL/ transvection/paramutation DMRs, 20 cis-acting meQTL DMRs, 5 non-dominant trans-acting meQTL DMRs, 20 sex-specific DMRs, 5 imprinted DMRs, 10 skewed XCI DMRs, and 21 regions which were included based on a preliminary analysis but are no longer of interest and have thus been removed from subsequent analysis. An additional 500kb of padding was added to the start and end coordinates of each of the dominant trans-acting meQTL/transvection/paramutation regions to be targeted and 100kb of padding was added to the start and end coordinates of the remaining target regions. The final coordinates used for adaptive sampling are provided in Supplementary Table 10. Strain-specific BED files containing these coordinates were then used to subset the CC019 and CC037 reference genome FASTA files to just the sequence contained within the padded DMRs using the bedtools [3] (v2.30.0) getfasta function. These subset FASTA files were then combined to make a single multi-FASTA with the sequence of each of the padded target regions from both the CC019 and CC037 reference genome in order to minimize sequencing bias which may have been introduced into adaptive sampling by the use of just one reference genome.

Library preparation and sequencing of the F2 samples were performed as described in batch 2 of the liver sequencing above with the following exception: adaptive sampling was activated for sequencing and set to enrich for the multi-FASTA file containing the desired target regions.

The median coverage across both alleles for the whole-genome ONT sequencing of the inbred and F1 generations was 24x (ranging from 8x to 41x), while the median coverage across both alleles over the target regions in the F2 generation was 68x (ranging from 56x to 94x).

## **RNA extraction**

RNA was extracted from ~10-20mg of flash-frozen median liver lobe using the RNeasy Mini kit (Qiagen Cat. 74104) following the manufacturer's instructions with on-column DNase digestion. Disruption and homogenization were performed using the TissueRuptor II (Qiagen Cat. 9002755) at maximum speed for 10s.

## **RNA library preparation and sequencing**

Strand-specific mRNA libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs #E7760), and mRNA isolation was performed using the Poly(A) mRNA Magnetic Isolation Module (New England BioLabs #E7490). Library preparation followed the manufacturer's protocol (Version 2.2, 05/19). A 1 $\mu$ g input was used, and samples were fragmented for 15 minutes to achieve an RNA insert size of approximately 200 bp. The subsequent PCR cycling conditions were as follows: 98°C for 30 seconds followed by 8 cycles of 98°C for 10 seconds and 65°C for 75 seconds, with a final step at 65°C for 5 minutes. The stranded mRNA libraries were sequenced on an Illumina NovaSeq 6000 using v1.5 chemistry with an S4 flow cell, generating 150 bp paired-end dual-indexed reads. The mRNA sequencing depth was 50 million reads per sample. RNA was sequenced in two batches, with all inbred samples included in one and all F1 samples included in the other. 

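All 15 inbreds of these data were in one batch and all 14 F1s in the other, so a difference in total expression between inbreds and F1s cannot be told apart from a difference between batches. The second libraries of the inbreds sequenced in both batches are not analysed here. In edgeR's quasi-likelihood test over 13185 genes, 3006 differed between CC019 and the F1s and 2550 between CC037 and the F1s. The F1s lay outside both strains in the same direction in 557 genes, higher in 289 and lower in 268. Across genes, which are not independent replicates, the 2 differences had a Pearson's r of 0.307. Since both comparisons share the F1 libraries, 20 simulations of unchanged groups gave an r between 0.292 and 0.375, with a median of 0.341. In these simulations 0 genes lay outside both groups that stood for the strains. They held no difference between the strains, whereas 3157 genes differed between the real strains. The observed r therefore cannot be judged against the simulated one. The observed count of 557 genes was 1172 without a filter on low counts and 187 with the CC019 x CC037 F1s alone. The strain, allelic, cross and female comparisons each lie within 1 batch. The sex comparison over all mice spans both, with both sexes in each.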

Six inbred samples were included in both batches to allow for an analysis of batch effects. Principal component analysis (PCA) plots of these six samples across suggested little-to-no effect of batch on expression (see expression analysis and Supplementary Fig. 30). A single CC019xCC037 sample was sequenced to a read depth of 363.6 million reads (50M targeted) and was excluded from subsequent expression analysis.

## **Statistics & Reproducibility**

No statistical method was used to predetermine sample size. One expression sample was excluded due to low coverage; the rest of the samples passed quality control. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

## **Computational Procedures**

### **Collaborative Cross Graphical Genomes**

Genome sequence and anchor information for CC019 and CC037 were extracted from the Collaborative Cross Graphical Genome [4] (CCGG; v2.0) utilizing its API. The genome sequence was written into a separate FASTA file for each strain and the anchor information for each strain was written into a separate CSV with the following columns: source anchor, chromosome, outgoing edge, founder on that edge, source anchor coordinate - GRCm38, source anchor coordinate - GRCm39, and source anchor coordinate – respective strain (i.e. CC019 for the CC019 anchors or CC037 for the CC037 anchors).

### **Overall summary of methylation processing and analysis**

To process and analyze our sequencing data, we developed a computational pipeline optimized for the phasing and characterization of allele-specific methylation in genetically divergent mouse strains (Extended Data Fig. 1). Inter-strain analyses of sequencing data can be severely hampered by strain and reference biases<sup>22</sup>. As such, we designed our computational pipeline to minimize these biases while simultaneously maximizing the amount of data available for analysis. To do so, our pipeline performs alignment and phasing relative to strain-specific genomes and extracts only consensus phasing decisions which are consistent irrespective of the chosen reference genome. Methylation data is then mapped into a pseudo-hybrid intermediate genome, which incorporates genetic variation from both the CC019 and CC037 genomes, for subsequent analysis. The use of the intermediate genome avoids the introduction of bias from the choice of a single reference genome

while maintaining strain-specific methylation information, which has been shown to increase statistical power in inter-strain comparisons of DNA methylation from isogenic mouse models<sup>22</sup>.

Briefly, ONT sequencing data for all samples was aligned and phased to both the CC019 and CC037 genomes and only reads with consensus phasing decisions, in which the allelic assignment was consistent independent of the reference genome, were utilized. Allele-specific methylation information was subsequently extracted from these reads and converted into a common coordinate system for analysis. DMR finding was then run using data from the inbred and F1 generations to identify regions of the genome in which DNA methylation exhibits at least one of the 12 intergenerational epigenetic inheritance patterns analyzed here. DMR finding was performed separately for liver and muscle, and separately within each tissue for the autosomes, X chromosomes of female samples, and maternal X chromosomal alleles for male samples. After identifying this set of genome-wide significant DMRs, the DMRs were subsequently filtered for quality control and categorized to best match them to an inheritance pattern utilizing methylation differences between the relevant groups. A subset of these DMRs were targeted for sequencing within the F2 generation to further validate/determine the effects of cis and trans-acting genetic variants on these methylation patterns.

### ONT sequencing processing

As ONT sequencing for the liver and muscle samples were performed using different versions of flow cells and library preparation kits, they are processed using different pipelines. Liver samples, sequenced using R9.4.1 flow cells and LSK109/LSK110 Ligation Sequencing Kits, were basecalled using Guppy and methylation was called using Nanopolish. Canonical and modified basecalling for muscle samples, sequenced using R10.4.1 flow cells, were performed using Dorado and methylation information was subsequently extracted using modkit. Of note, Nanopolish accounts for supplementary alignments when performing methylation calling whereas modkit excludes these alignments from the methylation extraction. The use of multiple techniques for basecalling and methylation calling across these tissues allows for a limited degree of validation that the identified patterns do not arise due to technical artifacts introduced by these processes. Furthermore, methylation calling (liver) and extraction (muscle) is performed utilizing the reference genome of the strain/allele being considered.

Liver samples were processed using the following pipeline. Basecalling was performed using Guppy (v6.1.2) with the following parameters: `--num_callers 8 --gpu_runners_per_device 8 --chunks_per_runner 1024 --chunk_size 1000 --config dna_r9.4.1_450bps_sup_prom.cfg`, implementing the default Guppy minimum q-score of 10 for super high accuracy basecalling models. The SeqKit [5] (v2.2.0) split2 command with the parameter `-p 10` was used to split the FASTQ files passing the minimum q-score cutoff into 10 parts for parallelization of subsequent alignment, phasing, and methylation calling. Alignment was performed using MiniMap2 [6] (v2.24) with the following parameters: `-a -x map-ont`. Alignment of each FASTQ file was performed twice, once relative to the CC019 genome and once relative to the CC037 genome. Heterozygous genetic variants were identified using the nucmer command from MUMmer4 [7] (v4.0.0rc1), converted to a delta file with only SNPs using the show-snps function with the following parameters: `-Clr -I -T`, and subsequently converted to a VCF file using the `my-mummer-2-vcf.py` script with the following parameters: `-n --output-header`. Heterozygous variants were identified once with CC019 as the reference genome and once with CC037 as the reference genome. Phasing information was then added the VCF file to define all heterozygous variants originating from the same parental genome as in phase with one another in the

heterozygous F1 genome. Haplotype phasing of aligned reads was performed using the WhatsHap [8] (v1.6) haplotag function with the following parameter: `--ignore-read-groups`. Haplotype phasing was performed twice for each BAM file, once using each of the VCF files produced using MUMmer4. Consensus haplotype phasing information was extracted by identifying reads for which haplotype assignment was the same using both of the VCF files. Aligned BAM files were split into CC019-phased and CC037-phased files based on the consensus haplotype phasing information, with CC019-phased BAM file information originating from the alignment using CC019 as the reference and with the CC037-phased BAM file information originating from the alignment using CC037 as the reference. Prior to methylation calling, the FASTQ files were indexed using the Nanopolish [9] (v0.14.0) index function using the raw FAST5 files and the sequencing summary file produced by Guppy basecalling. Methylation was called with the Nanopolish call-methylation function once for each set of phased reads using the indexed FASTQ files, phased BAM files, and strain-specific genomes as inputs. Methylation calls were converted to methylation frequency values for each CpG using the Nanopolish `calculate_methylation_frequency.py` script with the following parameters: `-c 2.5 -s`. As Nanopolish groups CpGs within 10bp of each other together during methylation calling, this methylation conversion splits CpGs which are grouped together. Samtools [10] (v1.7) was used for FASTQ and BAM indexing and sorting.

Muscle samples were processed as described in the above pipeline, with the following exceptions: (1) basecalling and methylation calling were performed using Dorado (v0.8.3) using the model `dna_r10.4.1_e8.2_400bps_sup@v5.0.0_5mCG_5hmCG@v2.0.1` with the following parameters: `--modified-bases 5mCG_5hmCG --min-qscore 10`, (2) the resulting unaligned, modified BAM file was then converted to FASTQ format using the samtools (v1.19.2) `fastq` command with the following parameters to preserve the methylation calls: `-T MM, ML`, (3) alignment was performed using MiniMap2 (v2.28) with the following parameters: `-a -y -x map-ont`, (4) reads with a MAPQ quality score of less than 20 were filtered out after alignment using the samtools `view` command with the following parameters: `-bSq 20` (note that a MAPQ cutoff of 20 is also used by Nanopolish), (5) haplotype phasing was performed using the WhatsHap (v2.3) haplotag function with the same VCF files produced above using MUMmer4 and the following parameters: `--ignore-read-groups --skip-missing-contigs`, and (6) methylation data was extracted from the final BAM files using the modkit (v0.4.1) `pileup` command with the following parameters: `--cpg --combine-strands --mod-thresholds m:0.8 --filter-threshold C:0.8` and given the appropriate reference genome. Samtools was also used for FASTQ and BAM indexing, sorting, and merging.

## N50 calculations

N50s for each sample were calculated using the Proch-n50 [11] (v1.4.2) tool.

## Pairwise alignment of respective CCGG edges

Using the CCGG FASTA and anchor information files, pairwise alignment was performed between all respective edges (those edges bounded by the same anchors) of CC019 and CC037 less than 3kb in length using the `pairwise2` function of the Bio python library [12] (v1.78) to create edge-specific CIGAR strings to be used in coordinate mapping. This pairwise alignment was also performed between the respective edges of the mm10 reference genome and both CC019 and CC037 to be used for mapping mm10 coordinates into the CC019 and CC037 coordinate systems and vice-versa.

## Coordinate conversion

The use of multiple strain-specific reference genomes necessitates the ability to map particular genome feature coordinates between the genomes. Furthermore, as most reference annotations are exclusively found in the standard mouse reference genome coordinates (e.g. mm10), the ability to map coordinates from mm10 into our strain-specific reference genomes is also crucial. Lastly, to further minimize the introduction of reference bias into our data, we performed all methylation analyses in a pseudo-hybrid intermediate genome created from the CC019 and CC037 reference genomes, rather than picking one of these two genomes in which to perform the analysis. This intermediate genome is created by constructing the maximal length sequences from CC019 and CC037 alignment between each pair of anchors. As such, this intermediate genome has all CC019-specific and CC037-specific insertions represented and any coordinate which exists in either strain-specific genome necessarily exists in the intermediate genome. As such, there is also a necessity to be able to convert all coordinates to and from this intermediate genome.

To do so, we created tools which are capable of mapping coordinates between the CCGG genomes and the intermediate genome, as well as between mm10 and the CCGG genomes. Briefly, these mapping tools utilize the edge-specific CIGAR strings created by the aforementioned pairwise alignment of respective edges of mm10, CC019, and CC037. As the start and end coordinates of each anchor are known for mm10, CC019, CC037, and the intermediate genome, coordinate mapping between any of these coordinate systems can be performed by iterating through each of these CIGAR strings and adding to the anchor position of the respective coordinate system for every insertion and deletion present in the CIGAR string. By doing so, a mapping table can be created with each position in the starting genome and its corollary in the genome to which coordinates are being mapped.

When mapping reference information (e.g. gene, promoter, and enhancer coordinates, etc.) from mm10 into the intermediate coordinate system, the coordinates are first mapped into the CC019 and/or the CC037 coordinate system prior to being mapped into the intermediate coordinate system. When mapping between mm10 and CC019/CC037, there may be coordinates which are present in one genome but not in the others. For this reference information, the nearest existing coordinate in the genome being mapped to is used as the corollary site. This method is also used when mapping the DMR coordinates into mm10 for the creation of Supplementary Tables 2-3 and 6-9. This method is not used for mapping of CpG coordinates prior to methylation analyses.

All coordinates provided in the Supplementary Tables follow BED format, i.e. all ranges are zero-based and half open. For the presentation of coordinates in the Main and Supplementary Figures, all ranges are one-based and closed, following the convention of GenomicRanges as well as genome viewers such as IGV. The mapping of coordinates between coordinate systems and all analyses in R are performed using coordinates which are one-based and closed.

## Identification of identical by descent (IBD) regions

IBD regions between CC019 and CC037 were defined as those which cannot be phased using 25kb reads. Briefly, we utilized the heterozygous SNPs between CC019 and CC037 from MUMmer4 and extracted regions in which a 25kb read could not overlap two such heterozygous variants. To do so, we iterate through each SNP in the MUMmer4 VCF files and analyze its position as well as the positions of the three following SNPs relative to each other. For each set of four contiguous SNPs, if the distances between SNP 1 and SNP 3, SNP 2 and SNP 4, and SNP 2 and SNP 3 are all  $\geq 25\text{kb}$  and the distance between SNP 1 and SNP 4 is  $\geq 50\text{kb}$ , then the region between SNP 2 and

SNP 3 is defined as IBD. For the first four SNPs of each chromosome, if the position of SNP 2 is  $\geq 25\text{kb}$  away from SNP 1 and the position of SNP 2 is  $\leq 25\text{kb}$  away from SNP 3, the region between SNP 1 and SNP 2 is defined as IBD, whereas if the distances between SNP 1 and SNP 3, SNP 2 and SNP 4, and SNP 2 and SNP 3 are all  $\geq 25\text{kb}$  and the distance between SNP 1 and SNP 4 is  $\geq 50\text{kb}$ , then the region between SNP 1 and SNP 3 is defined as IBD. Finally, for the final 4 SNPs of each chromosome, if the position of SNP 3 is  $\geq 25\text{kb}$  away from SNP 4 and the position of SNP 2 is  $\leq 25\text{kb}$  away from SNP 3, the region between SNP 3 and SNP 4 is defined as IBD, whereas if the distances between SNP 1 and SNP 3, SNP 2 and SNP 4, and SNP 2 and SNP 3 are all  $\geq 25\text{kb}$  and the distance between SNP 1 and SNP 4 is  $\geq 50\text{kb}$ , then the region between SNP 2 and SNP 4 is defined as IBD. This analysis was performed excluding the Y chromosome.

These calculations were performed for both CC019 SNPs relative to the CC037 genome and CC037 SNPs relative to the CC019 genome. IBD coordinates were then converted from the CC reference genome coordinate systems into the intermediate coordinate system and merged to create a unified list of IBD regions using the GenomicRanges [13] (v1.54.1) reduce function. These IBD coordinates were then overlapped with the mapped coordinates of common CpGs present in both the CC019 reference genome and the CC037 reference genome to estimate the percentage of the methylome which is IBD.

Within the CC019 and CC037 genomes, there are 19,258,931 and 19,417,691 CpGs, respectively. Of these, 17,911,438 and 17,969,433 can be mapped into the intermediate genome and 4,773,219 and 4,778,508 overlap IBD regions. Additionally, of the 16,966,618 common CpGs which can be mapped into the intermediate genome, 4,718,665 (27.8%) overlap IBD regions, leaving 11,873,848 autosomal and 374,105 X chromosomal common, non-IBD CpGs which can be mapped into the intermediate genome.

## DNA methylation analysis

For the inbred and F1 liver dataset, a single female CC019xCC037 F1 sample was removed from subsequent methylation and expression analyses as phased ONT reads of the X chromosome were assigned to only one allele and the coverage ratio of the X chromosome to the autosomes was roughly half that of other female samples, indicating that this sample was X0 and thus only contains 1 copy of the X chromosome, a phenomenon which has been reported in inbred mice [14].

Methylation data was processed in R (v4.3.1) using the bsseq [15] package (v1.38.0). For liver, coordinate-converted methylation frequency files for each sample were imported into R and converted into BS objects, specifying the chromosome, genomic position mapped into the pseudo-hybrid intermediate genome, Nanopolish `called_sites_methylated`, and Nanopolish `called_sites` as chr, pos, M, and C, respectively. For muscle, the read.modkit function from the bsseq package (v1.42.0) was utilized to import methylation data from the modkit output files into R (v4.4.0). The resulting BS objects with combined 5mC and 5hmC calls were utilized for subsequent analyses in R (v4.3.1) using the bsseq package (v1.38.0).

Methylation values were smoothed using the BSsmooth function from bsseq. This function smooths the methylation data of each sample individually to decrease methylation variance and facilitate the identification of differentially methylated regions, which are more commonly associated with functionally relevant methylation changes than single-CpG differences [15]. Furthermore, methylation smoothing allows for a better tradeoff between coverage and sample size [16]. BSsmooth was run using all CpGs present in each sample, including strain-specific CpGs, with the default parameters except the following: maxGap = 100000.

Smoothed methylation data was subsequently subset into three groups: autosomal, X chromosome female samples, and X chromosome maternal allele of male samples, as proper analysis of the X chromosome necessitates a more in-depth consideration of sex imbalance due to X chromosome inactivation and because male samples only have maternal X chromosomes. Within each of these groups, the BS objects are subset to just those CpGs which are covered in at least 75% of the CC019 inbred samples and CC019 phased F1 alleles and 75% of the CC037 inbred samples and CC037 phased F1 alleles. This effectively removes strain-specific CpGs from the analysis, although the methylation values of strain-specific CpGs have been used to impute methylation values over strain-agnostic CpGs during smoothing. CpGs for which the smoothed methylation estimate for at least one sample was 'NA' were also filtered.

The following number of CpGs were analyzed for each of the conditions – liver autosomal: 11,501,000; muscle autosomal: 11,903,947; liver chrX female: 341,941; muscle chrX female: 352,457; liver chrX male maternal allele: 324,311; muscle chrX male maternal allele: 346,487. Of these, the following number of CpGs overlapped non-IBD regions of the genome (1) liver autosomal: 10,747,060 (90.5%) of autosomal common non-IBD CpGs; (2) muscle autosomal: 10,784,692 (90.8%) of common non-IBD autosomal CpGs; (3) liver chrX female: 324,579 (86.8%) of common non-IBD chrX CpGs; (4) muscle chrX female: 329,943 (88.2%) of common non-IBD chrX CpGs; (5) liver chrX male maternal allele: 311,733 (83.3%) of common non-IBD chrX CpGs; and (6) muscle chrX male maternal allele: 325,500 (87%) of common non-IBD chrX CpGs.

DMR finding was performed utilizing an F-statistic test, which allows for a genome-wide search for multiple distinct DNA methylation patterns using a single test. This identifies regions of the genome where one or more of these contrasts is different from zero while controlling the family-wise error rate (FWER). Following identification of DMRs, we do post-hoc categorization, described below. We considered the following contrasts:

1.  $\beta_{\text{sex}} = [\text{inbred females} + \text{F1 females either allele}] - [\text{inbred males} + \text{F1 males either allele}]$   
(This contrast is only included for the autosomal comparison.)
2.  $\beta_{\text{OverUnder\_Dom}} = [\text{inbreds}] - [\text{F1s either allele}]$
3.  $\beta_{\text{imprinting}} = [\text{CC019} \times \text{CC037 F1 CC019 alleles} + \text{CC037} \times \text{CC019 F1 CC037 alleles}] - [\text{CC019} \times \text{CC037 F1 CC037 alleles} + \text{CC037} \times \text{CC019 F1 CC019 alleles}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)
4.  $\beta_{\text{cis}} = [\text{inbred CC019s} + \text{F1 CC019 alleles}] - [\text{inbred CC037s} + \text{F1 CC037 alleles}]$
5.  $\beta_{\text{trans}} = [\text{inbred CC019s}] - [\text{inbred CC037s}]$
6.  $\beta_{\text{biallelic}} = [\text{F1 CC019 alleles}] - [\text{F1 CC037 alleles}]$
7.  $\beta_{\text{AS\_emerg\_19}} = [\text{F1 CC019 alleles}] - [\text{inbreds} + \text{F1 CC037 alleles}]$
8.  $\beta_{\text{AS\_emerg\_37}} = [\text{F1 CC037 alleles}] - [\text{inbreds} + \text{F1 CC019 alleles}]$
9.  $\beta_{\text{paramut\_19}} = [\text{Inbred CC019s}] - [\text{inbreds CC037s} + \text{F1s either allele}]$
10.  $\beta_{\text{paramut\_37}} = [\text{Inbred CC037s}] - [\text{inbreds CC019s} + \text{F1s either allele}]$
11.  $\beta_{\text{polar\_19} \times 37} = [\text{CC019} \times \text{CC037 F1s}] - [\text{inbreds} + \text{CC037} \times \text{CC019 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)

12.  $\beta_{\text{polar}_{37 \times 19}} = [\text{CC037} \times \text{CC019 F1s}] - [\text{inbreds} + \text{CC019} \times \text{CC037 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)
13.  $\beta_{\text{bipolar}} = [\text{CC019} \times \text{CC037 F1s}] - [\text{CC037} \times \text{CC019 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)

We performed a genome-wide search using a single F-statistic on the autosomes, which simultaneously tests for these 13 contrasts. We supplemented this search with an additional search across the X chromosome for female samples (excluding contrast 1) and an additional search across the X chromosome for the maternal allele of male samples (excluding contrasts 1, 3, 11-13). The search was based on the `fstat.pipeline` function from `bsseq`, which runs the `BSmooth.fstat`, `smoothSds`, `computeStat`, and `dmrFinder` functions sequentially prior to running permutation testing using the `permuteAll`, `getNullDistribution.BSmooth.fstat`, and `getFWER.fstat` functions. Briefly, this pipeline identifies DMRs passing the F-statistic cutoff and then performs permutation testing to adjust for multiple testing and control the FWER. The `fstat.pipeline` function was modified to accept a `k` value as input to be used in the `smoothSds` and `getNullDistribution.BSmooth.f` functions. Furthermore, the pipeline has been updated to filter DMRs as well as null DMRs from permutation testing based on the following three criteria:

1. Outlier samples are driven by low coverage
  - All hypermethylated samples with  $\text{Cook's distance} > 4 * \text{mean}(\text{Cook's distances})$  or all hypomethylated samples with  $\text{Cook's distance} > 4 * \text{mean}(\text{Cook's distances})$  have an average coverage over the DMR of  $< 3x$ .
2. Groups with very low or very high coverage
  - Average coverages of any of the following four groups are  $< 3x$  or  $> 150x$ : inbred CC019s, inbred CC037s, CC019 alleles of F1s, and CC037 alleles of F1s.
3. Disproportionate coverages
  - $|\log_2(\text{Coverage}_{\text{inbred 19}} / \text{Coverage}_{\text{inbred 37}})| > 2$
  - $|\log_2(\text{Coverage}_{\text{F1 19}} / \text{Coverage}_{\text{F1 37}})| > 2$
  - $|\log_2(\text{Coverage}_{\text{inbred 19}} / \text{Coverage}_{\text{F1 19}})| > 3$  or  $|\log_2(\text{Coverage}_{\text{inbred 37}} / \text{Coverage}_{\text{F1 37}})| > 3$   
(Note this higher cutoff adjusts for the expected coverage differences between inbreds and phased F1s.)

The pipeline was run using the following parameters: `nperm` = 1000, `cutoff` =  $4.6^2$ , `k` = 21, `maxGap.sd` =  $10^8$ , `maxGap.dmr` = 1000. The cutoff of  $4.6^2$  is the recommended F-statistic `bsseq` cutoff based upon the default T-statistic cutoff of 4.6 [17]. We ran 1000 permutations and computed, for each candidate DMRs, in how many permutations we observe a null DMR anywhere in the genome, which were better than the candidate. As a measure of better DMR we used the `areaStat` statistic, which is the sum of the CpG-level F-statistics. We expect this procedure to control the FWER. As the cutoff for significance, we selected candidate DMRs which had no better null DMRs in less than or equal to 100 permutations. This translates to an FWER of  $101/1001 = 0.101$ . Following this, we discarded significant DMRs with less than 3 CpGs.

The three lists of output DMRs and smoothed BS objects were then used to calculate smoothed methylation differences between the groups defined in the contrast matrices used for testing as well as eight additional contrasts, all defined below:

1.  $\Delta_{\text{sex}} = [\text{inbred females} + \text{F1 females either allele}] - [\text{inbred males} + \text{F1 males either allele}]$   
(This difference is only calculated for the autosomal comparison.)
2.  $\Delta_{\text{OverUnder.Dom}} = [\text{inbreds}] - [\text{F1s either allele}]$
3.  $\Delta_{\text{imprinting}} = [\text{CC019xCC037 F1 CC019 alleles} + \text{CC037xCC019 F1 CC037 alleles}] - [\text{CC019xCC037 F1 CC037 alleles} + \text{CC037xCC019 F1 CC019 alleles}]$   
(This difference is only calculated for the autosomal and X chromosome female sample comparisons.)
4.  $\Delta_{\text{cis}} = [\text{inbred CC019s} + \text{F1 CC019 alleles}] - [\text{inbred CC037s} + \text{F1 CC037 alleles}]$
5.  $\Delta_{\text{trans}} = [\text{inbred CC019s}] - [\text{inbred CC037s}]$
6.  $\Delta_{\text{biallelic}} = [\text{F1 CC019 alleles}] - [\text{F1 CC037 alleles}]$
7.  $\Delta_{\text{AS.emerg.19}} = [\text{F1 CC019 alleles}] - [\text{inbreds} + \text{F1 CC037 alleles}]$
8.  $\Delta_{\text{AS.emerg.37}} = [\text{F1 CC037 alleles}] - [\text{inbreds} + \text{F1 CC019 alleles}]$
9.  $\Delta_{\text{paramut.19}} = [\text{Inbred CC019s}] - [\text{inbreds CC037s} + \text{F1s either allele}]$
10.  $\Delta_{\text{paramut.37}} = [\text{Inbred CC037s}] - [\text{inbreds CC019s} + \text{F1s either allele}]$
11.  $\Delta_{\text{polar.19x37}} = [\text{CC019xCC037 F1s}] - [\text{inbreds} + \text{CC037xCC019 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)
12.  $\Delta_{\text{polar.37x19}} = [\text{CC037xCC019 F1s}] - [\text{inbreds} + \text{CC019xCC037 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)
13.  $\Delta_{\text{bipolar}} = [\text{CC019xCC037 F1s}] - [\text{CC037xCC019 F1s}]$   
(This contrast is only included for the autosomal and X chromosome female sample comparisons.)
14.  $\Delta_{\text{Inbr.F1.19}} = [\text{inbred CC019s}] - [\text{F1 CC019 alleles}]$
15.  $\Delta_{\text{Inbr.F1.37}} = [\text{inbred CC037s}] - [\text{F1 CC037 alleles}]$
16.  $\Delta_{\text{Inbr.19.F1.37}} = [\text{inbred CC019s}] - [\text{F1 CC037 alleles}]$
17.  $\Delta_{\text{Inbr.37.F1.19}} = [\text{inbred CC037s}] - [\text{F1 CC019 alleles}]$
18.  $\Delta_{\text{Inbr.F1-19x37.19}} = [\text{inbred CC019s}] - [\text{CC019x CC037 F1 CC019 alleles}]$
19.  $\Delta_{\text{Inbr.F1-19x37.37}} = [\text{inbred CC037s}] - [\text{CC019x CC037 F1 CC037 alleles}]$
20.  $\Delta_{\text{Inbr.F1-37x19.19}} = [\text{inbred CC019s}] - [\text{CC037x CC019 F1 CC019 alleles}]$
21.  $\Delta_{\text{Inbr.F1-37x19.37}} = [\text{inbred CC037s}] - [\text{CC037x CC019 F1 CC037 alleles}]$

These groupwise methylation differences were then used to assign each statistically significant DMR to its proper category. The defined categories are mutually exclusive and, as such, each DMR

is assigned to only one. However, as these methylation patterns do not necessarily function independently of one another, additional categories have been defined which exhibit characteristics of multiple inheritance patterns, as well as a one for those DMRs which cannot be clearly categorized. DMRs assigned to these additional categories are not considered in subsequent analyses. For the liver data, we have 358 autosomal DMRs in categories 14-19 and 8 DMRs in category 20. For the muscle data, we have 20 autosomal DMRs in categories 14-19 and 0 DMRs in category 20. These numbers are after application of the smoothing filter described below. The maximum absolute categorical difference is defined as  $\Delta_{\max}$ .

1. Sex-specific DMR:

$$\Delta_{\max} = |\Delta_{\text{sex}}| \ \& \ |\Delta_{\text{sex}}| \geq 10\%$$

(This condition is only checked for the autosomal comparison.)

2. Imprinted DMR:

$$\Delta_{\max} = |\Delta_{\text{imprinting}}| \ \& \ |\Delta_{\text{imprinting}}| \geq 10\%$$

(This condition is only checked for the autosomal and X chromosome female sample comparisons.)

3. Overdominant and underdominant emergent:

$$\Delta_{\max} = |\Delta_{\text{OverUnder.Dom}}| \ \& \ |\Delta_{\text{OverUnder.Dom}}| \geq 10\%$$

OR

$$\begin{aligned} &|\Delta_{\text{OverUnder.Dom}}| \geq 10\% \ \& \\ &|\Delta_{\text{Inbr.F1.19}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| \geq 10\% \ \& \\ &|\Delta_{\text{Inbr.37.F1.19}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.19.F1.37}}| \geq 10\% \ \& \\ &\text{sign}(\Delta_{\text{Inbr.F1.19}}) = \text{sign}(\Delta_{\text{Inbr.F1.37}}) \ \& \\ &\text{sign}(\Delta_{\text{Inbr.19.F1.37}}) = \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) \end{aligned}$$

4. Polar emergent – CC019xCC037:

$$\begin{aligned} &|\Delta_{\text{polar.19x37}}| \geq 10\% \ \& \ |\Delta_{\text{polar.37x19}}| < 10\% \ \& \\ &|\Delta_{\text{bipolar}}| \geq 10\% \ \& \ |\Delta_{\text{trans}}| < 10\% \ \& \\ &\text{sign}(\Delta_{\text{Inbr.F1-19x37.19}}) = \text{sign}(\Delta_{\text{Inbr.F1-19x37.37}}) \end{aligned}$$

(This condition is only checked for the autosomal and X chromosome female sample comparisons.)

5. Polar emergent – CC037xCC019:

$$\begin{aligned} &|\Delta_{\text{polar.37x19}}| \geq 10\% \ \& \ |\Delta_{\text{polar.19x37}}| < 10\% \ \& \\ &|\Delta_{\text{bipolar}}| \geq 10\% \ \& \ |\Delta_{\text{trans}}| < 10\% \ \& \\ &\text{sign}(\Delta_{\text{Inbr.F1-37x19.19}}) = \text{sign}(\Delta_{\text{Inbr.F1-37x19.37}}) \end{aligned}$$

(This condition is only checked for the autosomal and X chromosome female sample comparisons.)

6. Bipolar emergent:

$$\begin{aligned}
 &|\Delta_{\text{bipolar}}| \geq 10\% \ \& \ |\Delta_{\text{bipolar}}| \geq |\Delta_{\text{polar.19x37}}| \ \& \\
 &|\Delta_{\text{bipolar}}| \geq |\Delta_{\text{polar.37x19}}| \ \& \ |\Delta_{\text{trans}}| < 10\% \ \& \\
 &\text{sign}(\Delta_{\text{Inbr.F1.19x37.19}}) = \text{sign}(\Delta_{\text{Inbr.F1.19x37.37}}) \ \& \\
 &\text{sign}(\Delta_{\text{Inbr.F1.37x19.19}}) = \text{sign}(\Delta_{\text{Inbr.F1.37x19.37}})
 \end{aligned}$$

(This condition is only checked for the autosomal and X chromosome female sample comparisons.)

7. Biallelic emergent:

$$\begin{aligned}
 &|\Delta_{\text{biallelic}}| \geq 10\% \ \& \ |\Delta_{\text{trans}}| < 0.5 * |\Delta_{\text{biallelic}}| \ \& \\
 &|\Delta_{\text{Inbr.F1.19}}| \geq 5\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| \geq 5\% \ \& \\
 &|\Delta_{\text{Inbr.19.F1.37}}| \geq 5\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| \geq 5\% \ \& \\
 &\text{sign}(\Delta_{\text{Inbr.F1.19}}) \neq \text{sign}(\Delta_{\text{Inbr.F1.37}})
 \end{aligned}$$

8. Allele-specific emergent – CC019:

$$\begin{aligned}
 &|\Delta_{\text{AS.emerg.19}}| \geq 10\% \ \& \ |\Delta_{\text{biallelic}}| \geq 10\% \ \& \\
 &|\Delta_{\text{Inbr.F1.19}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| \geq 10\% \ \& \\
 &|\Delta_{\text{trans}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \ |\Delta_{\text{Inbr.19.F1.37}}| < 10\%
 \end{aligned}$$

9. Allele-specific emergent – CC037:

$$\begin{aligned}
 &|\Delta_{\text{AS.emerg.37}}| \geq 10\% \ \& \ |\Delta_{\text{biallelic}}| \geq 10\% \ \& \\
 &|\Delta_{\text{Inbr.F1.37}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.19.F1.37}}| \geq 10\% \ \& \\
 &|\Delta_{\text{trans}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| < 10\%
 \end{aligned}$$

10. Dominant trans-acting meQTL | transvection | paramutation – CC019:

$$\begin{aligned}
 &|\Delta_{\text{paramut.19}}| \geq 10\% \ \& \ |\Delta_{\text{trans}}| \geq 10\% \ \& \\
 &|\Delta_{\text{Inbr.F1.19}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.19.F1.37}}| \geq 10\% \ \& \\
 &|\Delta_{\text{biallelic}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| < 10\%
 \end{aligned}$$

11. Dominant trans-acting meQTL | transvection | paramutation – CC037:

$$\begin{aligned}
 &|\Delta_{\text{paramut.37}}| \geq 10\% \ \& \ |\Delta_{\text{trans}}| \geq 10\% \ \& \\
 &|\Delta_{\text{Inbr.F1.37}}| \geq 10\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| \geq 10\% \ \& \\
 &|\Delta_{\text{biallelic}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \ |\Delta_{\text{Inbr.19.F1.37}}| < 10\%
 \end{aligned}$$

12. Non-dominant trans-acting meQTL:

$$\begin{aligned}
 &|\Delta_{\text{trans}}| \geq 10\% \ \& \ |\Delta_{\text{biallelic}}| < 0.5 * |\Delta_{\text{trans}}| \ \& \\
 &|\Delta_{\text{Inbr.F1.19}}| \geq 5\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| \geq 5\% \ \& \\
 &|\Delta_{\text{Inbr.19.F1.37}}| \geq 5\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| \geq 5\% \ \& \\
 &\text{sign}(\Delta_{\text{Inbr.F1.19}}) \neq \text{sign}(\Delta_{\text{Inbr.F1.37}})
 \end{aligned}$$

13. cis-acting meQTL:

$$\begin{aligned} |\Delta_{\text{cis}}| &\geq 10\% \ \& \ |\Delta_{\text{trans}}| \geq 10\% \ \& \ |\Delta_{\text{biallelic}}| \geq 10\% \ \& \\ |\Delta_{\text{Inbr.19.F1.37}}| &\geq 10\% \ \& \ |\Delta_{\text{Inbr.37.F1.19}}| \geq 10\% \ \& \\ |\Delta_{\text{Inbr.F1.19}}| &< 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \end{aligned}$$

14. cis-acting meQTL/biallelic emergent:

$$\begin{aligned} |\Delta_{\text{biallelic}}| &> |\Delta_{\text{trans}}| \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \\ &\text{sign}(\Delta_{\text{Inbr.F1.19}}) \neq \text{sign}(\Delta_{\text{Inbr.F1.37}}) \end{aligned}$$

15. cis-acting meQTL/allele-specific emergent – CC019

$$\begin{aligned} |\Delta_{\text{biallelic}}| &> |\Delta_{\text{trans}}| \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \\ \text{sign}(\Delta_{\text{Inbr.F1.19}}) &= \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) \ \& \\ \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) &\neq \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) \end{aligned}$$

16. cis-acting meQTL/allele-specific emergent – CC037

$$\begin{aligned} |\Delta_{\text{biallelic}}| &> |\Delta_{\text{trans}}| \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \\ \text{sign}(\Delta_{\text{Inbr.F1.37}}) &= \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) \ \& \\ \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) &\neq \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) \end{aligned}$$

17. cis-acting meQTL/non-dominant trans-acting meQTL

$$\begin{aligned} |\Delta_{\text{trans}}| &> |\Delta_{\text{biallelic}}| \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \\ &\text{sign}(\Delta_{\text{Inbr.F1.19}}) \neq \text{sign}(\Delta_{\text{Inbr.F1.37}}) \end{aligned}$$

18. cis-acting meQTL/dominant trans-acting meQTL | transvection | paramutation – CC019

$$\begin{aligned} |\Delta_{\text{trans}}| &> |\Delta_{\text{biallelic}}| \ \& \ |\Delta_{\text{Inbr.F1.37}}| < 10\% \ \& \\ \text{sign}(\Delta_{\text{Inbr.F1.19}}) &= \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) \ \& \\ \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) &\neq \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) \end{aligned}$$

19. cis-acting meQTL/dominant trans-acting meQTL | transvection | paramutation – CC037

$$\begin{aligned} |\Delta_{\text{trans}}| &> |\Delta_{\text{biallelic}}| \ \& \ |\Delta_{\text{Inbr.F1.19}}| < 10\% \ \& \\ \text{sign}(\Delta_{\text{Inbr.F1.37}}) &= \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) \ \& \\ \text{sign}(\Delta_{\text{Inbr.19.F1.37}}) &\neq \text{sign}(\Delta_{\text{Inbr.37.F1.19}}) \end{aligned}$$

20. Uncategorized

All remaining DMRs

After categorization, a final filter was implemented to ensure that sufficient raw methylation differences are present over identified DMRs. To do so, raw methylation differences between the relevant groups for each category, with strain-specific CpGs included, were calculated over each DMR as well as 1kb and 3kb windows upstream and downstream of the DMRs, as smoothing takes into account regional methylation effects. DMRs in which at least one of these windows exhibits a raw methylation difference of at least 10% or half of the smoothed methylation difference and in the same direction as the smoothed methylation difference are retained. As nearby cis-acting meQTLs will create a methylation difference between the relevant groups of DMRs categorized as allele-specific emergent, dominant trans-acting meQTL/transvection/paramutation, non-dominant trans-acting meQTL, or biallelic emergent, the relevant methylation difference for these DMRs was also checked to be greater than  $\Delta_{\text{cis}}$  within the window.

Whole-genome ONT sequencing of the inbred and F1 liver samples was completed in two batches with differing library preparation kits (batch 1: LSK109, batch 2: LSK110) and target read lengths (batch 1: 10kb, batch 2: 20-30kb), factors which may influence alignment, phasing, and base/methylation calling. Although each batch includes inbred samples from each strain as well as heterozygous F1 crosses, ensuring that none of the autosomal methylation comparisons are fully confounded by batch, we searched our autosomal DMRs to identify any which may still be influenced by a batch effect. To do so, smoothed methylation differences between the relevant groups for each category were calculated over each DMR both with and without the samples from batch 1 included. Those DMRs for which the relevant methylation difference without the inclusion of the batch 1 samples is less than half of the relevant methylation difference with all samples included are noted as potentially influenced by sequencing batch. Of the 6,970 autosomal DMRs identified in the liver, only 29 (0.4%) fall into this category. These DMRs are noted in Supplementary Table 2. This additional check was not performed for the chrX analyses as all male inbred CC019 samples originated from batch 1. As such, male maternal allele comparisons relative to the inbred CC019 samples cannot be tested excluding the batch 1 samples.

For the liver F2 dataset, coordinate-converted methylation frequency files for each sample were imported into R and converted into BS objects. Methylation data was split by autosomal and X chromosomal CpGs. The local haplotype of each sample over each of the 84 targeted DMRs was then assigned by comparing the phased coverage of each allele over the adaptive sampling target regions. Samples/regions for which the coverage of the phased CC019 allele is  $\geq 75\%$  of the total coverage for the sample over the region are defined as homozygous CC019. Samples/regions for which the coverage of the phased CC037 allele is  $\geq 75\%$  of the total coverage for the sample over the region are defined as homozygous CC037. Samples/regions for which the coverage of the phased CC019 and CC037 alleles are both  $\leq 75\%$  of the total coverage for the sample over the region are defined as heterozygous. Methylation data was then subset to those CpGs within 500kb of the candidate transvection/dominant trans-acting meQTL/paramutation regions, or 100kb of the remaining targeted regions. Smoothing was performed separately on each of these regions with the same parameters used for the inbred and F1 dataset. After smoothing, only the proper alleles were extracted based on the assigned local haplotype: CC019 allele only for homozygous CC019 samples, CC037 allele only for homozygous CC037 samples, and both alleles for heterozygous samples. These samples/alleles were then plotted over the autosomal DMRs, and just the female samples/alleles were plotted over the X chromosomal DMRs. Notably, only a single female F2 sample had heterozygosity over any of the X chromosomal DMRs. As heterozygosity is necessary to identify skewed XCI, these DMRs were removed from subsequent analysis.

## Analysis of methylation over the *Vps37c* and *Capn11* IAPs

Analysis of methylation over each of these CC037-specific IAPs requires additional re-processing, as the *Vps37c* IAP is not present in the CC037 reference genome and coordinates within the *Capn11* IAP, which is present within the CC037 reference genome, cannot be mapped into the intermediate genome as they reside within an edge which is longer than 3kb. Furthermore, IGV investigation of reads overlapping the *Capn11* IAP reveals additional supplementary alignments which are highly likely to belong to other IAP elements in the CC037 genome that are not present within the reference sequence. As such, due to the high degree of sequence similarity between these IAPs, MiniMap2 assigns the sections of these reads which directly overlap the IAPs missing from the reference genome as supplementary alignments and incorrectly places them over an IAP which is present within the reference genome, in this case the *Capn11* IAP. These supplementary alignments do not extend past the region containing the IAP.

Within the Integrative Genomics Viewer [18] (IGV; v2.19.1), the sequence of the 5kb insertion present in the CC037-phased reads of the dominant trans-acting meQTL/transvection/paramutation region overlapping the gene *Vps37c* was copied from read 80ce626d-cf13-4e01-bdb9-a78ce5876b04 of the CC037 inbred muscle sample 37-104 to be used as a representative example. The sequence of this insertion was run through the Dfam44 (v3.9) sequence search tool using *Mus musculus* as the model organism and the Dfam curated threshold cutoff. This query returned six matches, all of which fall into the IAP category. The longest two matches with the lowest E-values (both 0) are of the family IAPez-int (overlapping 4,299bp of the 5,054bp insertion).

The CC037 reference genome sequence between the two flanking CpGs which can be mapped into the intermediate genome around the *Capn11* IAP region was also run through Dfam using the parameters defined above. This query returned 12 matches of which 6 fall into the IAP category, overlapping 5,274bp of the 5,841bp sequence. The longest two matches with the lowest E-values (both 0) are of the family IAPez-int (overlapping 4,302bp of the 5,841bp sequence).

To investigate the methylation pattern over the *Vps37c* IAP, which is not present in the original CC037 reference genome and, as such, did not have methylation called by Nanopolish in the liver samples, we created a new version of the CC037 reference genome which includes the IAP by incorporating the entire 5,054bp sequence at the site of the insertion.

We then locally re-processed methylation over both the *Vps37c* and *Capn11* IAPs for all samples for which at least one CC037 allele is present. Genotyping data was utilized to select those F2s which were heterozygous or homozygous for the CC037 allele in this region based upon matching of the nearest upstream and downstream called variants for which CC019 and CC037 differ to the known genotype of CC019 and CC037.

For the inbred, F1, and F2 liver samples, the *Vps37c* IAP re-processing was performed as follows: (1) the samtools view function was used to extract the IDs for all CC037-phased reads which aligned to the site of the original DMR overlapping *Vps37c* with an additional 100kb added upstream and downstream, (2) the seqtk [19] (v1.5-r133) subseq function was used to extract these reads from the basecalled FASTQ files, (3) minimap2 was used to align these reads to the new CC037 reference genome including the new IAP sequence, (4) the nanopolish index and call-methylation functions were used to call the methylation of these newly aligned reads using the new CC037 reference genome with the IAP included, and (5) the Nanopolish provided `calculate_methylation_frequency.py` script was used to convert the methylation calls into methylation frequencies for each CpG site. For the inbred and F1 muscle samples, the *Vps37c* IAP

re-processing was performed as follows: (1) the samtools view function was used to extract the IDs for all CC037-phased reads which aligned to the site of the original DMR overlapping *Vps37c* with an additional 100kb added upstream and downstream, (2) the seqtk subseq function was used to extract these reads from the basecalled and methylation called FASTQ files, (3) minimap2 was used to align these reads to the new CC037 reference genome including the new IAP sequence, (4) the modkit pileup command was used to extract methylation frequencies for each CpG site. Note that the CC019 samples/alleles were not re-processed as this IAP is not present in the CC019 genome.

With the incorporation of the *Vps37c* IAP into the CC037 reference genome, all coordinates after the start of the IAP can no longer be directly mapped into the same pseudo-hybrid intermediate coordinate system which we used for our analysis. As such, we designed a new, local pseudo-hybrid intermediate coordinate system around this IAP in which to analyze its methylation concordantly with CC019 samples/alleles. To do so, the coordinate at which the IAP was inserted into the CC037 reference genome (i.e. its start coordinate) was mapped into the original pseudo-hybrid intermediate coordinate system to determine where in the new intermediate coordinate system the IAP begins (this is the first coordinate at which the two intermediate coordinate systems diverge). CpG coordinates from CC019 samples/alleles which were previously mapped into the original intermediate coordinate system were then mapped into the new intermediate coordinate system as follows: (1) those coordinates which are upstream of the coordinate in which the IAP was inserted (i.e. their linear coordinate in the original intermediate coordinate system is less than the IAP insertion point coordinate) are kept the same, and (2) those coordinates which are downstream of the coordinate in which the IAP was inserted (i.e. their linear coordinate in the original intermediate coordinate system is greater than the IAP insertion point coordinate) are mapped to the sum of their coordinate in the original intermediate coordinate system and the length of the IAP insertion (5,054bp). Note that this ensures that no coordinates of CC019 samples/alleles are located over the IAP itself, as this IAP is not present in the CC019 reference genome. The re-processed CC037 samples/alleles were then mapped into the new intermediate coordinate system utilizing the previous mapping of each respective sample into the original intermediate coordinate system as follows: (1) those coordinates which are upstream of the coordinate in which the IAP was inserted (i.e. their linear coordinate in the original intermediate coordinate system is less than the IAP insertion point coordinate) are kept the same, (2) those coordinates which are downstream of the end coordinate of the IAP in the new intermediate coordinate system (i.e. the sum of their linear coordinate in the original intermediate coordinate system and the length of the IAP is greater than the end coordinate of the IAP in the new intermediate coordinate system) are mapped to the sum of their coordinate in the original intermediate coordinate system and the length of the IAP insertion (5,054bp), and (3) those coordinates which are within the IAP (i.e. all remaining coordinates) are linearly mapped between the final coordinate from upstream of the IAP and the first coordinate from downstream of the IAP by adding the linear distance between each respective coordinate and its preceding coordinate in the new CC037 reference genome with the IAP included to the preceding coordinate in the new intermediate coordinate system. After mapping the coordinates into the new intermediate coordinate system, methylation was smoothed following the same procedure as previously described and plotted separately for the liver inbred and F1 samples, the liver F2 samples, and the muscle inbred and F1 samples. Note that for the F2 samples, a minimum coverage cutoff of 1x was implemented to remove very low-covered samples as this region was not included in the original capture target regions.

*Capn11* IAP re-processing was performed as described above with the following exceptions: (1) CC037-phased reads which align to only the IAP region were excluded from analysis to avoid analysis of incorrectly mapped supplementary alignments, taking only reads which overlap the

100kb regions beginning 1kb upstream and downstream of the IAP, (2) a new genome was not created as the *Capn11* IAP is already present within the CC037 reference genome, (3) an IAP length of 5,841bp was used, and (4) mapped coordinates from the original processing pipeline were used for all CpGs which are downstream of the end coordinate of the IAP. As the *Capn11* IAP region was included in the original capture target regions, a minimum coverage cutoff was not implemented.

Note that for each of the re-processing and re-analysis steps above, the same versions of each tool and the same parameters used in the original processing were maintained. Additionally, the IAP coordinates used in the re-processing pipelines are estimates based upon our available sequencing and reference genome data, with the *Vps37c* IAP being considered as the full length of the 5,054bp insertion and the *Capn11* IAP being considered as the full 5,841bp region between the flanking CpGs which can be mapped into the intermediate genome. Lastly, for each of these analyses, methylation over these estimated IAP regions is only considered for the allele which contains the IAP.

### **Cross-tissue DMR overlapping**

All cross-tissue DMR overlaps reported here show the difference between the total number of DMRs identified in at least one tissue (i.e. the sum of the number of liver and muscle DMRs) and the total number of DMRs remaining after reducing this superset of DMRs using the GenomicRanges reduce function. However, all DMR overlapping percentages (shown within-tissue) represent the percentage of DMRs within that tissue which overlap DMRs assigned the same category within the other tissue. This is done to account for small changes in the DMR coordinates between tissues.

### **DMR gene tracks**

Gene tracks for the DMR plots were made using the dmrseq [20] (v1.22.1) dmrPlotAnnotations function with the mm10 annotation from annotatr [21] (v1.28.0).

### **DMR-gene associations**

To identify genes which may be regulated by these DMRs, three levels of DMR-gene associations were defined: (1) promoter overlap, (2) enhancer overlap, and (3) genomic proximity (linear distance between the corresponding gene and DMR). Gene coordinates were taken from strain-specific genome annotation files and mapped into the intermediate coordinate system. Promoters were defined as the regions 3kb upstream and downstream of transcriptional start sites (TSSs), downloaded from version 102 of the mmusculus\_gene\_ensembl mart via BiomaRt [22] (v2.58.0). Enhancer-gene interaction annotations were downloaded from EnhancerAtlas 2.0 [23]. Mus Musculus Liver enhancer annotations were used for DMR-gene associations with liver DMRs and Mus Musculus Limb E14.5 enhancer annotations were used for the muscle DMRs. Enhancers were mapped from mm9 to mm10 using the UCSC LiftOver tool. All TSSs and enhancers were then mapped from mm10 into the intermediate genome coordinate system.

Using these mapped coordinates, DMR-gene associations were defined via the direct overlap of a DMR with defined (1) promoters or (2) enhancers, or (3) the location of a gene within 100kb of a DMR. The level of association is noted for each gene considered (Supplementary Tables 2-3, 5-9, and 11-12).

## RNA-seq pre-processing

RNA sequencing reads were processed using a modified version of the SEESAW pipeline [24]. Briefly, two strain-specific transcriptomes for CC019 and CC037 were constructed using the gff-read [25] (v0.12.7) function, strain-specific genomes, and strain-specific genome annotation files. The two strain-specific transcriptomes were then concatenated into a single diploid transcriptome, designating the origin strain for each gene in the FASTA definition lines. The diploid transcriptome was indexed using Salmon [26] (v1.9.0) with the following parameter: `--keepDuplicates`. Sequenced reads were mapped to the diploid transcriptome and allelic expression levels were quantified using the Salmon quant function with the following parameters: `-l A --validateMappings --numBootstraps 30`. One male CC037xCC019 F1 sample exhibited poor mapping to the diploid transcriptome (68.8% mapping rate) and, as such, was removed from subsequent expression analysis.

## Expression analysis

Allelic expression values were then calculated in R using the fishpond [27] package (v2.8.0). Briefly, a transcript-to-gene mapping file was constructed using the BiomaRt package (v2.58.0) and the `mmusculus_gene_ensembl` mart, extracting the following information for each transcript: `ensembl_transcript_id`, `external_gene_name`, `ensembl_gene_id`, `chromosome_name`, `start_position`, `end_position`. This mapping file was then converted to a GRanges object using the GenomicRanges package (v1.54.1). Salmon quantification output files were then imported using the `importAllelicCounts` function with the mapping file and the following parameter: `format = "wide"`.

For each sample, allelic counts were converted to counts per million (CPM) by dividing by the total sum of the allelic counts for that sample, combined across all genes in the transcript-to-gene mapping file and both alleles, and multiplying by  $1e6$ . Genes were then filtered such that those with a CPM less than 0.5 in at least half of the samples were removed from subsequent analyses. For subsequent allelic analyses, an additional level of filtering was applied in which the allelic counts of inbred parental strains were used to identify genes for which allelic assignments were accurate, using a cutoff of 90% of reads being assigned to the proper allele matching the inbred strain in all inbred samples. For the analysis of XCI-associated genes, the above filtering steps were performed using only the female samples.

In large part due to a lack of transcribed polymorphisms between the two strains analyzed, we are only able to analyze the allele-specific expression of 9.5% of genes in the genome. However, the use of ONT long-read RNA sequencing could improve the ability to quantify allele-specific expression. 

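Among the 13185 genes above the expression cutoff, 11490 had allelic counts that differed between the alleles in at least 1 mouse. The allele filter alone, before the expression cutoff, kept 4268 genes.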

Between the two selected CC strains, there are 8,024 expressed genes with at least one transcribed polymorphism, whereas we can successfully analyze 4,092 (51.0%).

To gauge the effect of batch on the RNA-seq data, PCA plots showing the allele-specific expression of autosomal genes with correct allelic assignment and expression above the aforementioned cutoff for the six inbred samples which were included in both RNA-seq batches, split by both batch and allele, are shown in Supplementary Fig. 30. Clear clustering of these samples by sample and allele, rather than batch, suggest that the batch effect is much smaller than the biological difference between samples of different strains.

The allelic counts of the filtered genes, using only inbred samples from a single batch, were then analyzed with the `swish` function from the fishpond package using one of two methods: (1) the

default global allelic imbalance analysis or (2) a differential allelic imbalance analysis. Additional analyses were performed on these filtered genes using total expression data, obtained by summing the allelic counts from both alleles and then converting to CPM. Total expression levels were analyzed using the DESeq2 [28] package (v1.42.0). One female CC019xCC037 F1 sample had a total expression CPM of more than 3 standard deviations away from the mean in 6,927/12,894 expressed genes and, as such, was removed from subsequent expression analyses as an outlier.

How the deposited data were processed for this re-analysis (not part of the article)

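Total and allele-specific expression were measured by RNA sequencing of liver, and the counts used here are from 30 mice at 4 months of age: 6 CC019 inbreds, 9 CC037 inbreds, 7 CC019 x CC037 F1s and 8 CC037 x CC019 F1s. The authors quantified each library with Salmon against a diploid transcriptome of CC019 and CC037 and summed transcripts by gene and allele, and the values as deposited are expected counts per gene and allele. Each sample's strain or cross, sex and age were taken from its label and from the study's sample table. The 30 libraries held 42880 genes, and 42455 identifiers matched the annotation used here for names and positions, while 425 did not and were reported by identifier alone.

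Comparisons used the 29 mice of the paper's set (13 males and 16 females). The female CC019 x CC037 F1 that is absent from the liver samples of the paper's sample table was taken to be the female with a single X chromosome that the paper set aside, and it entered an alternative with all 30 mice. Depth ran from 27672008 to 63258035 expected counts per mouse. Precision is given by the standard errors, which rest on the spread between mice of a group as well as on depth.

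A gene was kept as expressed with at least 0.5 CPM in the majority of mice, and as analyzable when at least 90% of its allelic counts were on the mouse's own allele in every inbred. Expected counts were rounded to whole numbers for the tests. Total counts were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) after TMM normalization. Allelic counts were tested with the same tool, with the mouse as block and its total over both alleles as the library size. Adjusted p-values are from edgeR's quasi-likelihood test with the Benjamini-Hochberg method unless another test is named, and the threshold was 0.05. All tests were two-sided. The comparisons were CC019 against CC037 inbreds, the alleles within F1s, the allelic ratio between the cross directions, each strain against the F1s, females against males, and the strain and allelic tests in females alone. The strain log2 fold change was also compared with the allelic log2 ratio, in a joint model of the inbreds' own-allele counts and the F1s' allelic counts. That model used each mouse's total as library size without TMM. Its difference need not equal that of the separately fitted values. Interactions of strain with sex and of sex with inbred or F1 were tested, as were the reciprocal F1s with sex as covariate. Allelic log2 ratios per mouse used a pseudocount of 0.01 CPM, and folds against groups at 0 counts were bounded with a floor of 3 counts. Values per female on the X chromosome were tested with exact permutation tests.

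The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, a CPM cutoff of 1, an allele filter of 80% or 95%, sex, strain or cross as covariate, inbreds or F1s alone, either cross direction alone, a replicate block, all 30 mice, an exact Wilcoxon test on allelic CPM, allelic totals as library sizes, adjustment over the paper's list alone, and leaving out each mouse in turn. A score of clock genes (mean log2 CPM of *Dbp*, *Tef* and *Ciart* minus that of *Arntl*, *Npas2* and *Clock*) as covariate was added after the data were seen. Counts of genes were also computed over 100 splits of the mice into groups of the same sizes, the real one included. The tests were tried on simulated data with 200 changed genes. At a simulated log2 change of 1, edgeR recovered 71.5% of them between the strains, 86% between the sexes, 78% between the alleles and 52% between the strains in females alone. Between the crosses it recovered 82.5%, but at a simulated log2 change of 2, so this value cannot be compared with the others. Over all its simulated tests 0 to 7.14% of edgeR's calls were false, and 10.95 to 18.14% of those of DESeq2. A further 20 simulations of unchanged groups gave the correlation that shared F1 libraries bring when the strains do not differ.

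Genes named in the text are those whose expression the paper reports, the members of its lists of at most 19 genes, the 3 with the highest and the 3 with the lowest values among listed genes past the threshold whose groups do not overlap, up to 10 with the largest difference between the crosses, *Xist*, and, in the closing section alone, *Tsix* and the genes at which the paper names a differentially methylated region. Genes outside this rule are marked where they are named. Marker lists for adrenal gland, squamous epithelium, skeletal muscle, exocrine pancreas, white fat, kidney, intestine and lung, and a list of 50 imprinted genes, were written for tests in the closing section.

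The paper's lists were tested as given, and its methylation data were not analysed here. The swish test of fishpond was not run. The second libraries of the inbreds sequenced in both batches and the libraries that the paper removed, apart from the female named above, were not analysed here. The result for 1 listed gene is not reported here.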

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

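All tests in this part except those of the clock gene score on strain-by-sex and reciprocal differences and the splits for the reciprocal F1s were chosen only after the result was seen. The clock gene score itself was added after the data were seen.

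Of 48 groups of mice tested, 4 held a mouse far from the others, and chance alone gives about 1 in 20, or 2.4. In CC019 x CC037 female 4, *Haao* had an allelic log2 ratio of −0.436, against −0.749 to −0.673 in the other 5. *Drap1* was at 82.304 CPM in CC019 male 1, against 56.257 to 62.432 in the other CC019 inbreds, and without this mouse its strain log2 fold change was 0.29 in place of 0.40. *Ccdc85c* was at 31.434 CPM in CC037 female 5, against 23.131 to 26.093. *Xist* was at 1513.675 CPM in CC037 female 2, against 639.588 to 753.251 in the other CC037 females. The number of flags is near what chance gives, and no biological explanation was tested for them.

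The difference between the strains differed between the sexes in 2359 genes (4442 at an unadjusted p under 0.05), a test on 3 to 5 mice per group. Of the genes whose expression the paper's text or figures report, it did so in *Haao* by −0.697, *Drap1* by −0.486 and *Aox3* by −0.798 on the log2 scale, with adjusted p of 0.0079, 0.0310 and 0.0187 from edgeR. Other named genes past the threshold were *Polb* (−1.08), *Cyp7b1* (−2.35), *Nudt8* (−0.67), *Mdh2* (−0.54), *Ccdc107* (−0.63), *Gpx7* (1.37), *Slc25a39* (−0.51), *Acy3* (−0.62), *Uvssa* (0.62), *Elovl3* (−1.78), *Tuba4a* (−0.84), *Agtr1a* (0.53), *Hpd* (−0.60), *AI837181* (−0.28), *Slc20a2* (0.37), *Slc39a11* (−0.69) and *Npr2* (−0.66), with edgeR adjusted p from 4.3e-04 to 0.0480. Among 100 splits of the inbreds within each sex, 3 gave as many genes, the real one included, and the highest other count was 3660. Such splits can turn the difference between the strains into a difference between the sexes. They therefore cannot show how often a count of 2359 arises by chance. Clock phase at collection was tested as an explanation, because the clock gene score differed by group: 2.54 ± 0.82 in CC019 males, 3.34 ± 0.06 in CC019 females, 1.43 ± 0.48 in CC037 males and 0.43 ± 1.54 in CC037 females (SD). With the score as covariate, 1413 genes passed the threshold and 1251 of these passed in both fits, which argues against clock phase as the whole cause. A biological difference between the sexes of the 2 strains may be the cause and stays a hypothesis. Tissue from outside the liver in some libraries, described under the other observations, stays open for part of these genes.

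The female that the paper set aside had a median X-linked log2 ratio of 8.072 toward CC019, in a mouse that the paper removed from its analyses. The paper's own explanation, from methylation reads, is a single X chromosome, and no other was tested.

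*Tuba4a* (ENSMUSG00000026202, chromosome 1 from 75214228 to 75219865), which the paper's list does not hold, had an allelic log2 ratio of 0.34 ± 0.13 in CC019 x CC037 F1s (SD, n = 6) and −0.10 ± 0.17 in CC037 x CC019 F1s (SD, n = 8), a difference of −0.439 (edgeR, adjusted p = 0.0481). Of the 100 splits of the F1s, 2 gave as many parent-of-origin genes as the real one, the real one included. The allele-specific counts rest on variants between the strains, and a bias of these toward one allele would be the same in both crosses, so it does not produce this difference. No biological explanation was tested.

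Of 50 imprinted genes, 34 were expressed and 17 had allelic counts, of which 16 missed the 90% allele filter. One of these, *Igf2r* (ENSMUSG00000023830), had a difference of −11.3716 between the crosses (standard error 0.76, edgeR, adjusted p = 4.2e-08 over this list). Its allelic log2 ratio was 8.18 ± 2.79 in CC019 x CC037 F1s and −4.28 ± 0.74 in CC037 x CC019 F1s (SD, n = 6 and 8). Its lowest share on the own allele in an inbred was 89.78%, just under the filter. In all, 2 imprinted genes past the threshold with opposite signs missed the filter, *Igf2r* and *Peg3*, which is what parent-of-origin expression would give. *Peg3* had a difference of 6.87 (standard error 1.53, edgeR, adjusted p = 0.0058 over this list), but a lowest own-allele share of 4.83%, so its alleles are not resolved in these counts.

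The reciprocal F1s differed in 595 genes with sex as covariate (3423 at an unadjusted p under 0.05), 289 of them higher in CC037 x CC019 F1s. Of 100 splits of the F1s, 1 gave as many, the real one, and the highest other count was 1. The count ranged from 158 without CC019 x CC037 female 2 to 1624 without CC019 x CC037 male 4, and was 219, 246, 248, 250, 261, 283, 332, 338, 340 and 385 without CC019 x CC037 female 4, CC037 x CC019 male 1, female 2, female 5, male 2, male 3, female 4, female 3, CC019 x CC037 male 3 and CC037 x CC019 female 1. It was 133 in males alone and 806 in females alone. The genes with the lowest p, chosen after their values were seen, were *Dct* (1.73), *Agpat2* (0.64) and *Klf6* (−0.81; log2, positive where higher in CC037 x CC019 F1s, each adjusted p = 6.9e-04 from edgeR). Clock phase at collection was tested as a cause. With the clock gene score as covariate, 1013 genes passed, which argues against clock phase as the whole cause, although the score differed between F1 males of the crosses (2.32 ± 0.92 and −2.10 ± 0.84, SD, n = 3 each). The mother's strain, the sex chromosomes and the mitochondrial genome differ between the crosses, and none of these was tested. The libraries differed as well, as described under the other observations. Transcripts of other tissues stood out in CC019 x CC037 male 3 and female 1, and mitochondrial copies in CC019 x CC037 females 2 and 4. Among CC037 x CC019 F1s, only female 5 had a tissue marker up, 1 of 5 for white fat. Library content was not tested as a cause and stays open.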

How the results depend on the processing

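The choices and alternatives were set before the data were examined, except the clock gene score, which was added after the data were seen. Tests of their causes were not planned.

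Among the single-gene values under alternatives other than leave-one-out fits, 106 kept their direction and their side of the threshold, 7 lost the threshold and 5 reversed. Of the leave-one-out fits, 149 kept both and 11 lost the threshold. The reversed values were the allelic log2 ratio of *Socs5*, 0.0439 with all 30 mice and 0.02 with allelic library sizes against −0.02, the difference of CC037 from the F1s of *Drap1*, −0.085 in the CC019 x CC037 F1s alone and −0.0515 with the clock gene score against 0.0035, and the strain log2 fold change of *Ccdc85c*, −0.0335 with the clock gene score against 0.14. All 5 had adjusted p between 0.389 and 0.897, so none passes in either direction, and the cause was not tested.

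The parent-of-origin genes were 3, but 6 with DESeq2 in place of edgeR, 5 with an 80% allele filter and 0 with an exact Wilcoxon test on allelic CPM. For the 0, 92 of 4052 genes passed at an unadjusted p under 0.05. Leave-one-out fits gave 1 to 3 genes, with 1 in each of 9 fits, those without CC019 x CC037 males 2 and 3, CC019 x CC037 females 1, 2 and 4, CC037 x CC019 males 1 and 2, and CC037 x CC019 females 1 and 3. In these 9 fits and in the one without CC019 x CC037 male 4, *Cobl* lost the threshold, with edgeR adjusted p from 0.0573 to 0.102. In the exact Wilcoxon test *Sgce* (15.49) and *Cobl* (−0.82) had an adjusted p of 0.211, over alternatives from 2.5e-37 to 0.211 and from 2.1e-05 to 0.211. Both, like *Tuba4a*, had the smallest exact p that 6 against 8 mice allow, 6.7e-04. It was shared by 13 of 4120 genes, where 55 would be needed to pass, so this test says nothing about the stability of these 3 genes. The cause of the counts under DESeq2 and the 80% filter and of the leave-one-out losses was not tested.

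The sex genes in the list fell from 215 to 142 in inbreds only and 130 in F1s only, and all sex genes from 4126 to 2589 and 2175. These fits hold fewer mice. Within CC019, CC037, CC019 x CC037 and CC037 x CC019 alone, which hold fewer still, 3628, 2444, 337 and 3407 sex genes passed. Those fits carry no difference between strains or crosses, so they cannot show whether fewer mice account for the fall. The cause was not tested. Allelic imbalance genes were 1131 of 1942 in the CC019 x CC037 F1s alone. The listed dominant genes were 8, but 13 adjusted over the 14 listed genes alone and 2 with the CC019 x CC037 F1s alone. With the clock gene score as covariate they were 0, and 4 met the rule at an unadjusted p under 0.05. The score went with F1 or inbred (Pearson's r of −0.64 over 29 mice), so this 0 cannot decide on these genes. Its cause was not tested. The listed biallelic dominance genes fell from 17 to 6 with the CC019 x CC037 F1s alone, which hold 6 mice in place of 14. The genes outside both strains were 557, but 1172 with no filter on low counts, 187 with the CC019 x CC037 F1s alone and 277 with the clock gene score as covariate, a setting chosen after seeing the data. The cause of the last was not tested.

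Among counts that stayed within 1.5 times, strain genes were 3680 with DESeq2, 2267 with the clock gene score and 2629 to 3343 across the leave-one-out fits. Across theirs, allelic imbalance genes were 1865 to 1907, listed cis genes 553 to 604, listed nondominant genes 7 to 9, listed biallelic dominance genes 15 to 19, listed skewed XCI genes 35 to 39 and the X chromosome allelic share 1.66 to 2.12. With a replicate block, strain genes were 2583, listed sex genes 205 and all sex genes 4731, and the strain log2 fold change of *Drap1* was 0.35 (standard error 0.12) against 0.40 (standard error 0.10) without it (edgeR adjusted p = 0.0844, over alternatives from 0.00133 to 0.0844). The sample labels do not say that replicate numbers pair the mice. Within a strain or cross, 12 pairs with the same number had a mean correlation of 0.0967 (7 over 0.1) against −0.0243 in 41 other pairs (6 over 0.1). Within a sex, 6 such pairs had 0.0206 (2 over 0.1) against −0.0054 in 21 (4 over 0.1).

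Other calls were lost in single genes. The difference of CC019 from the F1s of *Drap1* was 0.31 (adjusted p = 0.137) in the CC019 x CC037 F1s alone and 0.29 (adjusted p = 0.196) with the clock gene score, over alternatives from 2.1e-04 to 0.196. The allelic ratio of *Ccdc85c* was 0.20 in the CC019 x CC037 F1s alone (adjusted p = 0.0763, over alternatives from 1.3e-06 to 0.0763). The strain difference of *Socs5* was −0.39 with the clock gene score (adjusted p = 0.114, over alternatives from 0.0064 to 0.114) and −0.35 without CC019 male 3 (adjusted p = 0.052). These are edgeR values, and the cause was not tested.

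Single-gene values across the leave-one-out fits were −1.002 to −0.81 for the strain difference of *Haao* and −0.81 to −0.77 for its allelic ratio, −0.44 to −0.30 and −0.06 to −0.01 for *Socs5*, 0.29 to 0.45 for *Drap1*, 0.07 to 0.22 and 0.26 to 0.32 for *Ccdc85c*, 16.64 to 17.85 for *Sgce*, −0.89 to −0.75 for *Cobl*, −0.10 to −0.07 for *Slc38a4*, and −0.23 to −0.07 and 1.66 to 2.07 for *Efnb1*.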

Differences from the paper's values

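The paper gives 14 dominant genes in its lists, against 8 here that meet the same rule with edgeR on all expressed genes. The alternatives set before the data were examined gave 8 with DESeq2 in place of edgeR, 8 with DESeq2's size factors, 7 with no filter on low counts, 8 with a CPM cutoff of 1, 9 with sex as covariate, 7 with all 30 mice, 2 with CC019 x CC037 F1s only and 6 with CC037 x CC019 F1s only, none of which closed the gap. Adjusted over the 14 listed genes alone it was 13, which differs from the paper's count by 1 gene, *Adat2*. Adjusted over the 2 lists separately, 13 of 13 and 1 of 1 met the rule.

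For *Sgce*, the paper's supplement gives a difference of the allelic ratio between the crosses of 8.6879 on the log2 scale, against 17.1713 here. The CC019 allele of *Sgce* had 0 counts in all 6 CC019 x CC037 F1s, so the value here depends on how zeros are treated. With the unseen allele at a floor of 3 counts, the difference was at least 10.588. The alternatives set before the data were examined, from 15.49 to 17.85, did not close the gap.

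The paper lists *Itga9* among nondominant genes, *Arhgap30* and *Usp21* among biallelic dominance genes, and *Plxna3* and *Chst7* among skewed XCI genes, which missed a threshold here with adjusted p of 0.0566, 0.0773, 0.0503, 0.0706 and 0.0524 from edgeR. Adjusted over the lists alone, 9 nondominant, 19 biallelic dominance and 40 skewed XCI genes met the rules, which is every listed gene. With DESeq2 in place of edgeR the counts were 9, 18 and 40, with all 30 mice 8, 18 and 40, and 18 biallelic dominance genes met the rule with a CPM cutoff of 1, as did 9 nondominant genes with sex as covariate. Leave-one-out fits gave up to 9 nondominant, 19 biallelic dominance and 39 skewed XCI genes. The paper's dominant list also holds *AI837181*, *Banf1*, *Mrps9*, *Nudt8*, *AI480526* and *Polb*, which did not meet the rule here.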

Other observations

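Apart from the marker lists, the clock gene tests of strain-by-sex and reciprocal differences, the splits for the reciprocal F1s and the misassignment test of the biallelic dominance genes, the tests in this part were chosen only after the result was seen. As above, the clock gene score itself was added after the data were seen.

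In single libraries, transcripts of other tissues stood far above the other libraries. Markers not looked at before were counted where they were at 1 CPM or more and at least 10 times the median of the others. CC019 x CC037 male 3 had 7 of 9 for adrenal gland, CC019 x CC037 female 1 had 7 of 8 for squamous epithelium and 8 of 9 for skeletal muscle, CC037 female 1 had 8 of 9 for skeletal muscle, and CC019 female 2 and CC019 male 2 each had 6 of 6 for exocrine pancreas. RNA of these tissues in the libraries is a candidate explanation. CC019 x CC037 male 3 had *Star* at 1242 CPM (median of the others 0.893), *Hsd3b1* at 833 and *Cyp11a1* at 627 CPM. CC019 x CC037 female 1 had *Krt13* at 1092, *Krt4* at 825 and *Acta1* at 1408 CPM, CC037 female 1 had *Acta1* at 427 CPM, CC019 female 2 had *Ctrb1* at 4472 and *Pnlip* at 1972 CPM, and CC019 male 2 had *Ctrb1* at 303 CPM. In CC019 x CC037 male 3, *Xist* at 0.208 CPM argues against RNA of a female mouse. The lists held 15 genes for adrenal gland (2 at 1 CPM or more in the median liver library, 9 not seen before), 16 for squamous epithelium (1 and 8), 17 for skeletal muscle (2 and 9), 10 for exocrine pancreas (1 and 6), 8 for white fat (2 and 5), 7 for kidney (0 and 7), 6 for intestine (1 and 6) and 5 for lung (0 and 5), and the other genes of the lists were picked from these libraries. Fewer markers were up elsewhere: 4 of 9 for skeletal muscle in CC037 male 2, 4 of 5 for white fat in CC019 x CC037 male 3, 3 in CC019 female 2, and 2 in CC019 male 2 and CC019 x CC037 female 1 each, 1 of 5 for white fat in CC037 x CC019 female 5, 1 of 6 for intestine in CC019 female 2, 1 of 9 for adrenal gland in CC019 females 1 and 2, 1 of 8 for squamous epithelium in CC037 female 2 and CC019 x CC037 females 2 and 4, 1 of 9 for skeletal muscle and 1 of 6 for exocrine pancreas in CC019 x CC037 male 3, and none for kidney or lung.

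Copies of mitochondrial genes took 3.015 to 4.664% of counts in CC019 x CC037 females 2, 4 and 5, against 1.039 to 1.619% in the other 27 mice. More mitochondrial RNA in these libraries is a candidate explanation. Of 2 copies not seen before, 0 were above every other F1, and 7 of the 10 copies in all were, so this stays open with so few genes.

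The biallelic dominance genes were tested for allelic misassignment of reads. From the inbreds' shares on the wrong allele, the predicted ratio was at least 0.5 of the observed one in 3 of 19 listed genes, *Usp21*, *Ppox* and *Agtr1a*, which argues against misassignment as the cause for the list as a whole. Among these 3 it stays open.

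The median X-linked ratio had an SD of 1.1242 over 8 females, where misassignment predicts the same value in each, as autosomal genes did with an SD of 0.0052, so allelic misassignment of reads is argued against. Unequal choice of the inactive X fits the relation with *Xist* over 8 females, with Pearson's r of −0.9965, as a hypothesis found on the same data.

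The F1s were sequenced in another batch than the inbreds, so expression outside both strains cannot be told apart from the RNA batch. The differences of the 2 strains from the F1s had a Pearson's r of 0.3072. Shared F1 libraries gave 0.292 to 0.375 in simulations without any difference between the strains. The real strains differed, so the comparison of these r decides nothing. The same simulations gave 0 genes outside both strains, against 557 observed. Clock phase at collection cannot be told apart either: 277 genes passed with the clock gene score, which itself had a correlation of −0.6425 with F1 or inbred over 29 mice. Mean *Dbp* was 68.3, 191, 102 and 65.7 CPM in CC019 males and females and CC037 males and females, 127 and 10.9 CPM in CC019 x CC037 males and females, and 8.96 and 12.6 CPM in CC037 x CC019 males and females. The paper gives a light cycle and no time of collection was found in it.

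Over 13 males, a score of the listed autosomal sex genes (mean centred log2, positive toward males) was 0.41 ± 0.02 with a CC019 sire (SD, n = 6) and 0.28 ± 0.06 with a CC037 sire (SD, n = 7; exact permutation p = 5.8e-04, the smallest that 13 males allow). In F1 males alone it was 0.41 and 0.23, with an exact permutation p of 0.1, the smallest that 3 against 3 allow, and in females −0.26 and −0.29 (exact permutation p = 0.348, n = 8 and 8). In F1 females alone it was −0.26 with a CC019 sire and −0.35 with a CC037 sire (exact permutation p = 0.0893, n = 5 and 3), and in inbred females −0.27 and −0.25 (exact permutation p = 0.571, n = 3 and 5). In F1 females, the mean log2 level of *Cyp7b1* was 5.06 with a CC019 sire and 4.33 with a CC037 sire (exact permutation p = 0.0179, the smallest that 5 against 3 allow), in the same direction as in males. *Gstp1* (7.77 and 8.32, exact permutation p = 0.161) and *Cyp2c39* (8.43 and 8.10, exact permutation p = 0.0893) went the opposite way. Over all females, the exact permutation p of *Cyp7b1*, *Gstp1* and *Cyp2c39* was 0.283, 0.841 and 0.400. An additive effect of the strains does not predict a difference between F1 males, and 4 of 232 listed autosomal genes differed between them, 3 higher in CC037 x CC019 F1s, which is too few to decide. Clock phase at collection stays open for the F1 males, since the clock gene score also separated them, with an exact permutation p of 0.1. It was −2.10 with a CC019 sire and 2.32 with a CC037 sire. In inbred males it ran the other way, at 2.54 and 1.43 (exact permutation p = 0.0857). There the score of the sex genes kept its direction, at 0.41 and 0.31. Over all 13 males, the exact permutation p of the clock gene score was 0.159. In males, *Cyp7b1* was at 1074, 172, 185 and 505 CPM, *Gstp1* at 4396, 492, 920.0 and 2462 CPM, and *Cyp2c39* at 0.446, 108, 62.3 and 12.0 CPM in CC019, CC037, CC019 x CC037 and CC037 x CC019, genes chosen after their values were seen. The cause is left open.

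The counts were compared with 100 splits of the mice. As many genes as in the real split were found in 1 split, the real one, for strain genes (highest other count 566), listed cis genes (130), all cis genes (174), listed nondominant genes (1), allelic imbalance genes (983), listed biallelic dominance genes (6), all sex genes (15), listed sex genes (1), genes outside both strains (2), listed dominant genes (0), listed skewed XCI genes (0) and reciprocal F1 genes (1), in 2 splits for parent-of-origin genes and in 3 for strain-by-sex genes. For sex by inbred or F1, 0 genes passed (803 at an unadjusted p under 0.05) and 100 of 100 splits gave as many. The counts of listed genes are no independent evidence here, because the study chose the lists on these mice with their real labels. The strain-by-sex splits relabelled strains within each sex, which can turn a strain difference into a difference between the sexes. They therefore cannot decide on the strain-by-sex count.

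Of other genes that the paper names, *Opa3* had a strain log2 fold change of −0.40 and an allelic ratio of −0.22 (edgeR, adjusted p = 0.0105 and 3.2e-05), and *Ctdspl* 0.75, *Isoc2b* 1.83, *Vps37c* 0.39 and *Cntnap1* −0.91 between the strains (edgeR, adjusted p = 0.0014, 3.3e-04, 0.0417 and 0.0232). The strains did not differ past the threshold in *Tpcn1* (0.08), *Vasp* (−0.0024), *Fggy* (0.05), *Usp18* (−0.30), *Jak3* (0.48), *Zswim9* (−5.5e-04), *Nav2* (−0.58), *Fry* (−0.48) and *Rps14* (−0.11), with edgeR adjusted p from 0.101 to 0.999. Of these, the F1 alleles differed in *Fggy* (0.20), *Usp18* (0.84), *Jak3* (0.22) and *Nav2* (−0.12), with edgeR adjusted p of 0.0021, 0.0369, 0.0079 and 0.0037. In inbred females, *Xist* had a strain log2 fold change of −1.27 (standard error 0.29, edgeR, adjusted p = 0.0182). *Capn11* was at 0.00990 ± 0.0153 CPM in CC019 (SD, n = 6), 10.3 ± 2.65 CPM in CC037 (SD, n = 9) and 0.311 ± 0.324 CPM in F1s (SD, n = 14). CC037 inbreds lay above 0.5 CPM, but the cutoff asks for this in the majority of mice. The gene therefore missed the cutoff and was not tested. Its level in F1s, which were in another batch than the inbreds, was nearer to CC019 than to CC037. *Loxhd1*, *Casc1*, *Asb4*, *Scn8a*, *Pcdhb4*, *Zfp92* and *Tsix* also missed the cutoff.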
